# Single-cell multiomics decodes regulatory programs for mouse secondary palate development

**DOI:** 10.1038/s41467-024-45199-x

**Published:** 2024-01-27

**Authors:** Fangfang Yan, Akiko Suzuki, Chihiro Iwaya, Guangsheng Pei, Xian Chen, Hiroki Yoshioka, Meifang Yu, Lukas M. Simon, Junichi Iwata, Zhongming Zhao

**Keywords:** Differentiation, Computational biology and bioinformatics, Cell lineage

## Abstract

Perturbations in gene regulation during palatogenesis can lead to cleft palate, which is among the most common congenital birth defects. Here, we perform single-cell multiome sequencing and profile chromatin accessibility and gene expression simultaneously within the same cells (*n* = 36,154) isolated from mouse secondary palate across embryonic days (E) 12.5, E13.5, E14.0, and E14.5. We construct five trajectories representing continuous differentiation of cranial neural crest-derived multipotent cells into distinct lineages. By linking open chromatin signals to gene expression changes, we characterize the underlying lineage-determining transcription factors. In silico perturbation analysis identifies transcription factors SHOX2 and MEOX2 as important regulators of the development of the anterior and posterior palate, respectively. In conclusion, our study charts epigenetic and transcriptional dynamics in palatogenesis, serving as a valuable resource for further cleft palate research.

## Abstract (web summary)

Development of the secondary palate is a complex process. Here, the authors profile mouse palatogenesis through single-cell multiome sequencing, revealing dynamic gene regulation across embryonic days (E) 12.5, E13.5, E14.0, and E14.5.

## Introduction

The development of the secondary palate is a dynamic, complex, and highly orchestrated three-dimensional process, involving growth, horizontal elevation, and fusion of the palatal shelves^1^. It is initiated around embryonic day (E) 12.5 in mice, when the palatal shelves arise from the lateral side of maxillary processes^2^. The palatal shelves grow vertically downward along with the tongue around E12.5 to E13.5 and elevate to the horizontal position at E14.0. Following the elevation, the bilateral palatal shelves grow toward the midline and fuse into the intact palate between E14.5 and E16.5^1,2^.

Palatogenesis is regulated by the precise control of gene expression where transcription factors (TFs) bind to the accessible regulatory elements of the target genes^3^. Perturbations in palatogenesis may lead to cleft palate (CP), one of the most common congenital birth defects that has a significant long-term impact on patients’ life quality^4^. Numerous efforts have aimed to uncover and annotate CP-associated genes^5,6^, as well as the underlying regulatory mechanisms by integrating gene and microRNA expression data profiled from bulk tissue^7–9^. Beyond the bulk tissue level, single-cell RNA-sequencing (scRNA-seq) technologies have been applied to the soft palate^10^ and fusing upper lip^11^ and revealed large heterogeneity within the tissue and unique gene expression profile for each cell type.

While scRNA-seq reveals the transcriptional state differences between cells with high resolution, yet it provides little insight into the upstream regulations that drive such change^12^. Single-cell epigenome assays, such as single-cell assay for transposase-accessible chromatin with sequencing (scATAC-seq), capture open chromatin signals and decipher the regulation status^13^. Computational approaches have been developed to integrate independent scRNA-seq and scATAC-seq datasets of the same tissue^14^. However, inferring “anchors” between datasets may not fully recapitulate the true molecular processes^12^. More recently, single-cell multiomics technologies have emerged as a powerful approach to accurately deciphering regulation status. They profile gene expression and chromatin accessibility simultaneously within the same cells. Epigenetic changes at the DNA level can be directly linked to transcriptomic changes at the RNA level to reveal the interplay between regulatory DNA elements and the expression of target genes. Several multiomics technologies, such as sci-CAR^15^, Paired-seq^16^, SNARE-seq^12^, and scCAT-seq^17^, have been developed and applied to different tissue types, including human cerebral cortex^18^, human lung cancer^17^, and mouse kidney^15^. However, there is a lack of a comprehensive multiomics map of gene expression and its regulation during mouse secondary palate development at single-cell resolution.

In this study, we performed the single-cell multiome sequencing using 10x Multiome platform and profiled the transcriptome and epigenome simultaneously within the same cells isolated from the developing mouse secondary palate spanning four critical developmental stages. A total of eight major cell types were identified, which were defined by canonical marker gene expression. By mapping open chromatin signals to gene expression changes, we discovered cell-type-specific regulators with both enriched motif accessibility and gene expression. We then focused on cranial neural crest (CNC)-derived multipotent cells, reconstructed five developmental trajectories, and uncovered lineage-determining TFs that control the differentiation of each trajectory. This work reports a single-cell multiomic atlas of the developing mouse secondary palate. Insights into transcriptome and epigenome changes will increase our understanding of the underlying molecular processes, which provides a valuable resource for the community.

## Results

### Single-cell multiome dissects palate development

To dissect gene regulation mechanisms at the cellular level in the developing mouse secondary palate, we performed single-cell multiome sequencing using the 10x Chromium Single Cell Multiome platform. Following major developmental milestones of the mouse secondary palate as defined by the FaceBase consortium^19^, we generated scRNA-seq and scATAC-seq libraries from the same cells at E12.5 (*n* = 2), E13.5 (*n* = 3), E14.0 (*n* = 2), and E14.5 (*n* = 2) (Fig. 1a). Jointly applying filters on both assays resulted in 36,154 cells with high-quality measurements across 32,285 genes and 123,807 accessible peaks representing potential regulatory elements (Supplementary Fig. 1a and Supplementary Table 1). The majority of cells had both high transcriptional start site (TSS) enrichment scores and a large number of fragments (Supplementary Fig. 1b). In addition, we observed nucleosome binding patterns (Supplementary Fig. 1c, left) and enrichment of chromatin accessibility around TSS when compared to the flanking regions (Supplementary Fig. 1c, right). Together, these results indicate high-quality scATAC-seq data.

**Fig. 1:**
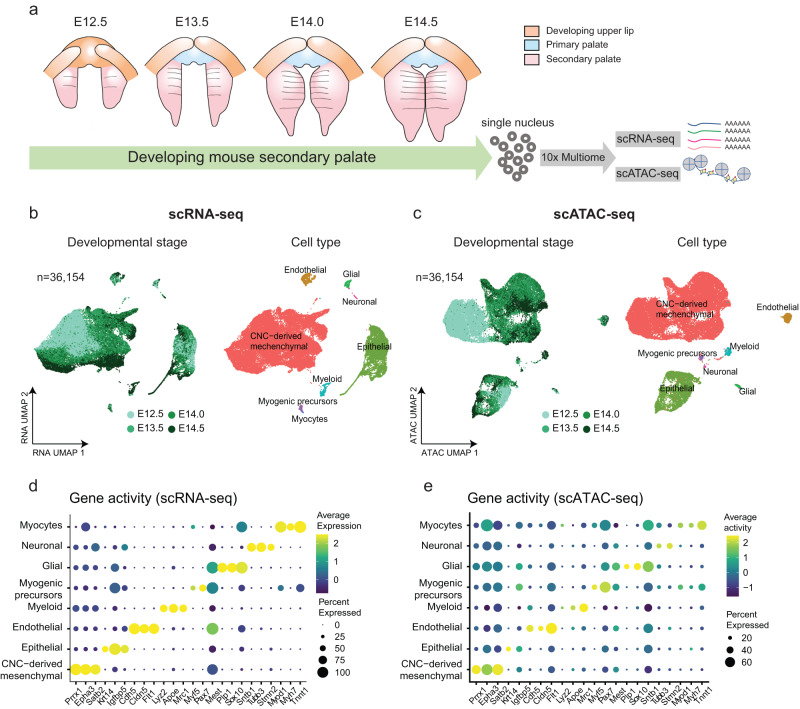
Single-cell multiome assays dissect transcriptome and epigenome changes of the developing mouse secondary palate. **a** Schematic plot depicts the development of mouse secondary palate (pink) spanning embryonic day (E) 12.5 (*n* = 2), E13.5 (*n* = 3), E14.0 (*n* = 2), and E14.5 (*n* = 2). The isolated nuclei were subjected to 10x Chromium Multiome sequencing to profile scRNA-seq and scATAC-seq simultaneously within the same cells. **b**, **c** Uniform manifold approximation and projection (UMAP) visualization of 36,154 cells based on RNA assay (**b**) or ATAC assay (**c**). Each dot represents one cell and is colored by the developmental stage (left) and annotated cell types (right). **d**, **e** Dot plot illustrates marker gene expression (*x* axis) (**d**) and gene activity (**e**) (*x* axis) across cell types (*y* axis). Dot size is proportional to the percent of expressed cells. Colors indicate low (purple) to high (yellow) expression.

Unsupervised dimension reduction based on either gene expression (scRNA-seq), chromatin accessibility (scATAC-seq) profiles, or both modalities combined, consistently revealed similar structures as visualized using Uniform Manifold Approximation and Projection (UMAP) (Fig. 1b and Supplementary Fig. 2a). Furthermore, biological replicates from the same developmental stage showed strong overlap in the UMAP embedding, indicating high-quality data (Supplementary Fig. 1d).

Next, we performed clustering analysis followed by cell type annotation. Compared to scRNA-seq, there is limited knowledge of cell-type-specific chromatin accessibility. Therefore, cell type annotation is more challenging in scATAC-seq data^20^. One frequently used computational approach involves cross-modality integration and label transfer from reference scRNA-seq data^21^. Here, single-cell multiomics technologies eliminate the need for inferring relationships in silico, but instead allow direct annotation of scATAC-seq-based clusters using cell type labels derived from the scRNA-seq data. We observed distinct clusters in both RNA and ATAC data, representing eight major cell types (Fig. 1c, d). The annotation results were robust across various cutoffs for the number of highly variable genes (Supplementary Fig. 2b). Each cell type was defined by canonical marker gene expressions, including CNC-derived mesenchymal cells (*Prrx1*, *n* = 28,529, 78.91%), epithelial cells (*Krt14*, *n* = 5866, 16.23%), endothelial (*Cdh5, Cldn5*, *n* = 714, 1.97%), myeloid (*Lyz2*, *n* = 397, 1.10%), glial cells (*Plp1, Sox10*, *n* = 307, 0.85%), myogenic precursors (*Myf5*, *n* = 200, 0.55%), neuronal cells (*Tubb3, Stmn2*, *n* = 113, 0.31%) and myocytes (*Myh7*, *n* = 28, 0.08%) (Fig. 1d, Supplementary Fig. 3a). We quantified the gene activity score, a metric defined by aggregating accessible chromatin regions intersecting the gene body and promoters in scATAC-seq data. The above-mentioned markers, which showed cell type-specific expression, also exhibited similar patterns of chromatin accessibility in corresponding clusters (Fig. 1e).

To further corroborate our inferred cell type identities, we analyzed a recently published scRNA-seq dataset of the developing mouse soft palate^10^. Following normalization and dimension reduction, we projected our scRNA-seq data into the published soft palate manifold using canonical correlation analysis^14^ (see “Methods”) and observed high agreement between cell type annotations (Supplementary Fig. 3b, c).

### Cell type-specific multiomic markers

Paired RNA and ATAC measurements from the same cell reveal both the transcriptional state and the upstream DNA regulatory element activities, which allows direct mapping of epigenetic gene regulation to gene expression. We aimed to identify TFs with both enriched accessibility and expression profiles for a specific cell type, representing putative markers for that cell type.

To this end, we first conducted differential gene expression analysis between cell types and identified 6573 differentially expressed genes (DEGs) (adjusted *P* value < 0.05 and log Fold change >0.1). To find regulatory elements for each DEG, we conducted peak-gene linkage analysis by calculating the Pearson correlation coefficient (PCC) between chromatin accessibility and gene expression while accounting for peak size and fragment count. Positively linked peak-gene pairs may represent enhancer-gene interactions. A total of 15,018 pairs were identified, including 12,596 regulatory elements significantly linked to 3787 cell type-specific genes (Fig. 2a, correlation >0, adjusted *P* value < 0.05). Each cell-type-specific gene was linked to a median of three peaks (min = 1, max = 28, mean = 3.966).

**Fig. 2:**
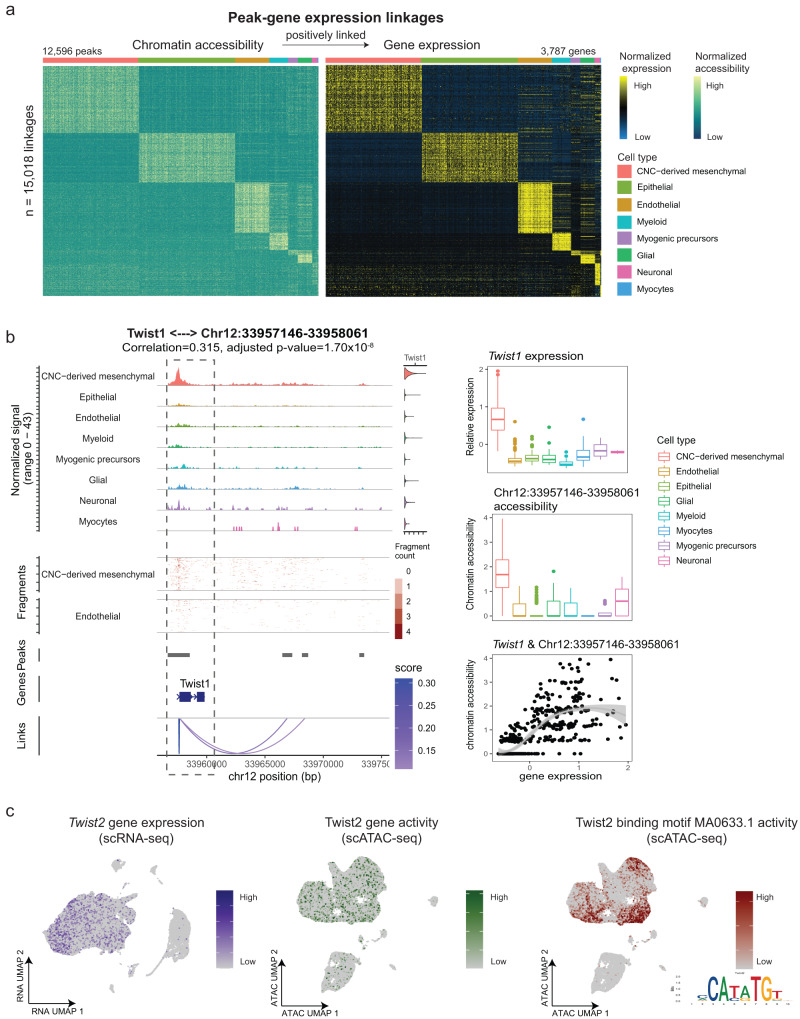
Integration of chromatin accessibility with gene expression reveals cell-type-specific multiomic marker genes. **a** Heatmap shows normalized chromatin accessibility (left) and gene expression (right) of 15,018 significantly linked peak-gene pairs. Each row represents a positively linked pair of regulatory elements and genes. Bar on the top represents major cell types. **b** Left: Genome Browser visualization of aggregated chromatic accessibility at the chr12: 33.96–33.97 (Mb) locus for each major cell type, coupled with *Twist1* gene expression. Arcs at the bottom denote positively linked peak-*Twist1* pairs. The linkage between *Twist1* and chr12: 33,957,146–33,958,061 is highlighted with gray dotted box. The Pearson correlation test is employed for each pair of peak-gene, and multiple test adjustments are applied. Right: Boxplots show the expression level of *Twist1* (top) and accessibility of the linked peak chr12: 33,957,146–33,958,061 (middle) across cell types. Minima: Lower limit of the whisker. Maxima: Upper limit of the whisker. Centre: Median line inside the box. The upper and lower box bounds represent the 25% and 75% percentile of data. The scatter plot shows the significant correlation between *Twist1* expression and chr12: 33,957,146–33,958,061 accessibility (bottom). Each dot represents the aggregated gene expression and accessibility of ten cells from *n* = 28,529 biologically independent CNC-derived mesenchymal cells. The shaded areas around the fitted smooth line represent the error bands, indicating the 95% confidence interval. **c** UMAP visualizations illustrate the multimodal profiling of *Twist2,* including gene expression (left), gene activity (middle), and TWIST2 binding motif MA0633.1 activity (right). The position weight matrix of the MA0633.1 motif is embedded in the bottom right corner.

As an example, in CNC-derived mesenchymal cells, the locus at chr12: 33,957,146–33,958,061 was mapped to the promoter region of *Twist1* and showed the most significant association (correlation = 0.315, adjusted *P* value = 1.70 × 10^−8^). Both the expression level of *Twist1* and accessibility of chr12: 33,957,146–33,958,061 were increased in CNC-derived mesenchymal cells compared to all other cell types (Fig. 2b). Genome browser visualization of the *Twist1* locus revealed that chr12: 33,957,146–33,958,061 partially overlaps the transcription start site (TSS) of *Twist1*. Therefore, chr12: 33,957,146–33,958,061 most likely acts as an enhancer that upregulates the expression of *Twist1* in CNC-derived mesenchymal cells (Fig. 2b). Another exemplary peak-gene pair was *Tie1* and locus chr4: 118,489,480–118,490,171, showing significant enrichment in endothelial cells (correlation = 0.369, adjusted *P* value = 3.88 × 10^−14^, Supplementary Fig. 4).

To nominate TFs that control each major cell type, we identified enriched motifs of these peaks. The following criteria were then applied to define cell-type-specific TFs: (1) TF expression was enriched at the RNA level, and (2) TF binding motif accessibility was enriched in the ATAC measurements. In total, we discovered 81 putative markers for the eight major cell types (adjusted RNA *P* value < 0.05 and adjusted motif *P* value < 0.05, Table 1). For example, in CNC-derived mesenchymal cells, both the RNA expression of *Twist2* (*RNA P* value = 3.00 × 10^−241^) and chromatin accessibility of the *Twist2* binding motif MA0633.1 (*motif P* value = 0) were significantly enriched (Fig. 2c). In agreement with our data, previous studies show that mice deficient for both *Twist1* and *Twist2* exhibit CP^22,23^.

**Table 1:** Top five putative regulators in each major cell type

Cell type	Gene symbol	RNA. *P* value	Motif	Motif. *P* value
CNC-derived mesenchymal	*Twist2*	3.00E-241	MA0633.1	0.00E + 00
	*Lhx8*	0.00E + 00	MA0705.1	2.01E-61
	*Foxf1*	2.97E-192	MA1606.1	5.41E-133
	*Shox2*	6.76E-211	MA0720.1	1.72E-73
	*Tcf3*	2.01E-05	MA0092.1	2.03E-257
Epithelial	*Sox2*	0.00E + 00	MA0142.1	2.94E-88
	*Sox6*	2.16E-225	MA0515.1	2.05E-197
	*Smad3*	1.38E-144	MA1622.1	8.26E-215
	*Klf12*	1.00E-09	MA0742.1	0.00E + 00
	*Runx1*	2.58E-233	MA0002.2	1.30E-36
Endothelial	*Foxo1*	8.90E-145	MA0480.1	4.91E-18
	*Nr2f6*	7.22E-07	MA0677.1	3.08E-113
	*Sox17*	0.00E + 00	MA0078.1	9.56E-30
	*Nr5a2*	7.58E-145	MA0505.1	5.63E-37
	*Esrrg*	1.69E-15	MA0643.1	1.39E-57
Myeloid	*Runx1*	6.16E-104	MA0002.2	1.24E-08
	*Nfe2l2*	1.67E-65	MA0150.2	5.29E-29
	*Arnt*	4.93E-04	MA0004.1	9.49E-21
	*Bach1*	7.34E-03	MA0591.1	3.27E-23
	*Nr4a2*	1.72E-03	MA0160.1	5.49E-22
Myogenic precursors	*Tcf12*	2.09E-06	MA0521.1	1.73E-115
	*Tcf21*	3.08E-68	MA0832.1	5.97E-105
	*Plagl1*	2.07E-16	MA1615.1	1.68E-03
	*Arx*	3.20E-63	MA0874.1	7.88E-06
	*Nobox*	3.39E-04	MA0125.1	4.40E-06
Glial	*Sox5*	8.83E-146	MA0087.1	1.65E-04
	*Nr4a2*	5.35E-48	MA0160.1	2.39E-42
	*Creb5*	1.91E-63	MA0840.1	3.30E-22
	*Dlx1*	1.64E-138	MA0879.1	1.23E-04
	*Rxra*	3.50E-04	MA0065.2	3.97E-52
Neuronal	*Arid3b*	1.37E-06	MA0601.1	3.29E-05
	*Hmx2*	5.68E-177	MA0897.1	8.05E-03
	*Zic1*	1.03E-06	MA1628.1	8.97E-03

The Wilcoxon rank-sum test is utilized, and the Benjamini–Hochberg method is applied for multiple test adjustment of the *P* value.

### CNC-derived subtypes reflect in vivo anatomical locations

Among the cell types in the developing palate, CNC-derived mesenchymal cells are the most abundant and are considered an important cell lineage for palate development^24^. To understand the heterogeneity within CNC-derived mesenchymal cells, we isolated this cluster and conducted an independent analysis, including normalization, clustering, and dimension reduction (Fig. 3a, left panel). In the dimension-reduced data manifold, we observed a continuous progression from E12.5 to E14.5 (Fig. 3a and Supplementary Fig. 5a). Cells from the early stage (E12.5) were more homogeneous compared to cells from later stages and accordingly resided near the center of the low-dimensional manifold. Cells from the late stage (E14.5), on the other hand, resided at the edge of the manifold, most likely representing more differentiated cell states.

**Fig. 3:**
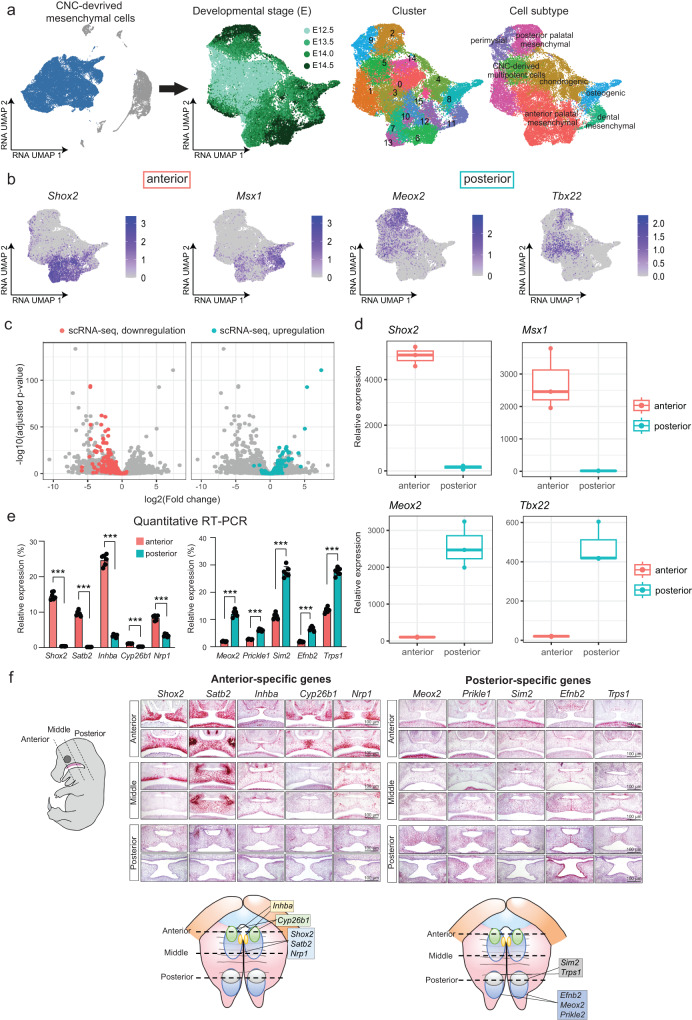
Anterior and posterior subpopulations were identified and characterized. **a** Left: UMAP visualization of the whole dataset with CNC-derived mesenchymal cells highlighted in blue. Right: Independent UMAP visualizations of CNC-derived mesenchymal cells colored by developmental stage, cluster, and cell subtype, respectively. **b** Feature plot shows the expression of representative genes in the anterior and posterior, respectively. **c** Volcano plot shows the log2 Fold Change and negative log10 of adjusted *P* values for each gene in the bulk RNA-seq dataset and colored by significance in the single-cell RNA-seq dataset. The Wald test is employed as a two-sided test, and multiple test adjustments are applied. **d** Boxplot shows the expression of four representative DEGs, *Shox2, Msx1, Meox2*, and *Tbx22* at the bulk level. *n* = 6 biologically independent samples. Minima: Lower limit of the whisker. Maxima: Upper limit of the whisker. Centre: Median line inside the box. The upper and lower box bounds represent the 25% and 75% percentile of data. **e** Bar plot shows quantitative RT-PCR of genes in anterior (red bars) and posterior (blue bars) regions. ***P < 0.001. *n* = 6 independent experiments. Data are presented as mean values +/− standard error of the mean (SEM). *T* test, two-sided. The anterior-specific genes include *Shox2* (adjusted *P* value = 1.10 × 10^−11^), *Satb2* (adjusted *P* value = 2.27 × 10^−11^), *Inhba* (adjusted *P* value = 1.69 × 10^−11^), *Cyp26b1* (adjusted *P* value = 3.95 × 10^−12^), and *Nrp1* (adjusted *P* value = 3.05 × 10^−8^). The posterior-specific genes comprise *Meox2* (adjusted *P* value = 1.29 × 10^−9^), *Prickle1* (adjusted *P* value = 2.19 × 10^−9^), *Sim2* (adjusted *P* value = 6.05 × 10^−9^), *Efnb2* (adjusted *P* value = 2.94 × 10^−8^), and *Trps1* (adjusted *P* value = 1.84 × 10^−9^). Source data are provided as a Source Data file. **f** RNAscope in situ hybridization validated gene expression signature in anterior and posterior subpopulations. Left: microscope images (100 μm) show expression patterns for each gene by in situ hybridization. Right: anatomical mouse embryo images outline gene expression patterns. This validation process was conducted in six independent experiments, each yielding consistent results.

Cell subtype annotation was conducted through extensive manual curation of marker genes. Notably, we identified seven subtypes characterized by specific gene expression signatures (Fig. 3a, right panels). For example, anterior palatal mesenchymal cells exhibited high expression of ALX Homeobox 1 (*Alx1*) (Supplementary Fig. 5b). Chondrogenic cells were characterized by high expression of *Sox9* and *Col12a1* while osteoblasts had high expression of *Runx2* and *Sp7*. Dental mesenchymal cells exhibited high expression of *Dlx2*, *Sostdc1*, and *Tfap2b*. Posterior palatal mesenchymal cells had high expression of *Tbx22*. Progenitor-related genes were highly expressed in cluster 5, such as *Dach1, Lmo4, Hmgb2, Hmgb3*, and *Runx1t1* (adjusted *P* values < 2.2 × 10^−16^). Gene Set Enrichment Analysis (GSEA) revealed that these genes were significantly associated with the regulation of stem cell proliferation [GO: 0072091, false discovery rate (FDR) = 2.58 × 10^−3^, enrichment ratio = 92.87] and enriched in neural progenitor cells (FDR = 2.68 × 10^−3^, enrichment ratio = 13.97) (Supplementary Fig. 5c), suggesting cluster 5 represented CNC-derived multipotent cells.

Of note, gene expression patterns aligned with in vivo anatomical locations (Fig. 3b). For example, *Shox2* and *Msx1* were specifically expressed in anterior regions. In contrast, expression of *Meox2* and *Tbx22* was restricted to posterior regions^25^. Even though expression patterns of *Shox2* and *Meox2* have been studied, the majority of region-specific genes we identified in the developing palate in this study have not been well characterized yet (Table 2).

**Table 2:** Marker genes in anterior and posterior subpopulations

Subpopulation	Gene symbol	Average log2(fold change)	Adjusted *P* value	Cleft-related gene
Anterior palatal mesenchymal subpopulation	*Shox2*	2.48	2.84E-124	Yes
	*Satb2*	1.74	2.49E-105	No
	*Zfhx4*	1.66	4.80E-79	No
	*Adgrl2*	1.22	3.45E-73	No
	*Alx1*	1.21	1.20E-62	Yes
	*2700069I18Rik*	1.05	5.86E-56	No
	*Eya1*	1.24	2.00E-54	Yes
	*Thsd4*	1.27	6.39E-54	No
	*Mme*	1.23	6.44E-50	No
	*Slit2*	1.60	2.81E-47	No
	*Sox5*	1.28	7.45E-46	Yes
	*Ror1*	0.91	6.19E-40	No
	*Asb4*	1.13	6.69E-39	No
	*Six1*	0.86	9.30E-39	Yes
	*Msx1*	0.66	1.71E-34	Yes
Posterior palatal mesenchymal subpopulation	*Meox2*	1.67	1.10E-110	Yes
	*Dach1*	2.17	4.02E-107	No
	*Pcdh9*	2.45	2.59E-97	No
	*Col25a1*	2.20	6.60E-95	No
	*Inpp4b*	2.60	6.64E-90	No
	*Prickle1*	1.47	1.77E-85	Yes
	*Sim2*	1.23	3.38E-78	Yes
	*Lmo4*	1.73	4.50E-75	No
	*Pcdh15*	3.10	1.09E-73	No
	*Cdh18*	1.97	6.17E-68	No
	*Hs3st5*	1.49	2.58E-64	No
	*Efnb2*	1.15	7.93E-64	Yes
	*Tmtc2*	1.58	1.15E-61	No
	*Fhod3*	1.45	7.66E-61	No
	*Pam*	1.22	3.93E-50	No

The Wilcoxon rank-sum test is utilized, and the Benjamini–Hochberg method is applied for multiple test adjustment of the *P* value.

To validate the gene signatures of anterior and posterior subpopulations, we performed bulk RNA-sequencing (RNA-seq) after isolating RNA from the microdissected anterior 1/3 (*n* = 3) and posterior 1/3 regions (*n* = 3) of the developing secondary palate at E14.0. 

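Bulk RNA-seq counts of the 6 libraries, 3 from the anterior and 3 from the posterior region of the E14.0 palate, were analysed per gene. For each library the authors deposited the number of reads counted on each Ensembl gene, without normalization, as unstranded counts and as counts for each strand, a layout that STAR writes. The paper's methods name HISAT2 for mapping to mm10 and StringTie for the counts. The reverse-stranded counts, used here, were between 18.95 and 23.1 times those of the other strand. They added up to 12939305, 13658711 and 11378736 in anterior replicates 1, 2 and 3, and to 13462664, 13926794 and 15172733 in posterior replicates 1, 2 and 3. Gene symbols and positions were taken from GENCODE release M21 (GRCm38). Of the identifiers, 52073 were paired with a symbol when their version numbers were ignored and 35 had the same version number as in M21, so that the positions given are those of M21 and not of the annotation behind the counts. Counts were normalized by edgeR's TMM method and are given as CPM. The regions were compared by edgeR's quasi-likelihood test on the genes with at least 10 counts in at least 3 libraries. Log2 fold changes are posterior over anterior palate, as in Fig. 3c, and p-values were adjusted by the Benjamini-Hochberg method. Standard errors were calculated back from the fold change and the test's F statistic, so they are no separate measure of spread. Posterior replicates 2 and 3 differed from the other libraries in ways that the labels do not name. Reads mapping to several places made up 6.12% and 5.94% of their reads, against 8.45% to 8.77% in the other 4 libraries. Mitochondrial transcripts held 0.973% and 1.14% of their counts, against 2.70% to 2.97% in the others. The 2 libraries are both posterior, so the regions cannot be compared within them. A fit with a term for the 2 groups of libraries, chosen after seeing the data, takes the difference between regions from posterior replicate 1 and the anterior libraries.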

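Between the anterior and posterior libraries, 1169 of the 15673 genes tested had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test, 406 of them higher in the anterior and 763 higher in the posterior palate. Leaving out posterior replicate 1 moved this count most, to 7119 genes, whereas leaving out any other single replicate gave between 498 and 637 genes. Without posterior replicate 1 the posterior side holds only the 2 libraries that differ. Those 7119 genes thus mix the regions with the groups of libraries. DESeq2, which the paper used, called 1978 genes on the same counts. With the term for the 2 groups of libraries 1192 genes were called, of which 785 were also called without it. Among the genes called with a mean normalized count of at least 100 in the higher region and no overlap between the regions, Msx1, Ambn, Alx1, Shox2 and Enpp1 had the largest changes toward the anterior palate. Alx1 had a log2 fold change of -5.36 (standard error 0.28, adjusted p = 0.00014). Ambn had one of -6.00 (standard error 0.61, adjusted p = 0.00149), which rests on 0, 2 and 10 counts in posterior replicates 1, 2 and 3. Without posterior replicate 3 its posterior counts are under the limit of 3 counts, so the size of its change depends on that library. Enpp1 varied between the anterior libraries, with 52.4 ± 42.3 CPM (SD, n = 3) in the anterior and 2.43 ± 0.762 CPM (SD, n = 3) in the posterior palate. Its log2 fold change was -4.42, and -3.53 without anterior replicate 3. By fitted log2 fold change, the largest changes toward the posterior palate were those of ENSMUSG00000120266.1, which has no symbol in M21, Smyd1, Myod1, Myh3 and Kcnh7. Myh3 had a log2 fold change of 7.13 (standard error 0.43, adjusted p = 0.000188). The other 4 had at most 3 counts in each anterior library. Against this limit ENSMUSG00000120266.1 was at least 179.5-fold higher in the posterior palate, Smyd1 at least 97.1-fold, Myod1 at least 89.3-fold and Kcnh7 at least 66.2-fold. On the log2 scale the bounds of Smyd1, Myod1 and Kcnh7 were 6.60, 6.48 and 6.05. Actc1 (6.825) and Ttn (6.812) had larger log2 fold changes than these bounds. The places of Smyd1, Myod1 and Kcnh7 among the largest changes thus rest on fitted values. The smallest adjusted p-values were those of Msx1, Alx1 and Cpxm2 toward the anterior palate and of Myod1, Actc1 and Myog toward the posterior palate.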

The expression patterns in the bulk RNA-seq data confirmed our scRNA-seq results. The majority of genes (75/86, 87.21%) that were upregulated in the scRNA-seq anterior cluster were also upregulated in bulk RNA-seq from anterior tissue (Fig. 3c). 

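The 86 genes were not analysed here, and the bulk libraries were compared instead at the 15 anterior and 15 posterior markers of Table 2, which the paper chose from the single-cell data. Of the anterior markers, 8 were called higher in the anterior palate at an adjusted p-value below 0.05 over all genes tested (10 adjusted over the list alone). Of the posterior markers, 14 were called higher in the posterior palate (15 adjusted over the list alone), the exception being Tmtc2 (log2 fold change 0.83, standard error 0.21, adjusted p = 0.0612 from edgeR's quasi-likelihood test). Among the anterior markers that were not called, Mme had 407 ± 31.8 CPM (SD, n = 3) in the anterior palate. In the posterior palate it had 196 CPM in replicate 1, 492.5 CPM in replicate 2 and 519 CPM in replicate 3. Slit2 had 92.6 ± 5.46 CPM (SD, n = 3) in the anterior palate, and 23.6, 99.0 and 76.6 CPM in posterior replicates 1, 2 and 3. Thsd4 had a positive log2 fold change (0.25, standard error 0.30, adjusted p = 0.611), which was -0.67 with the term for the 2 groups of libraries and 0.56 without posterior replicate 1, where it was called. The fit without posterior replicate 1 cannot part the regions from the groups of libraries. The median log2 ratio of the anterior markers to their anterior mean was -1.67 in posterior replicate 1, -0.99 in replicate 2 and -1.06 in replicate 3. With the term, 14 of the anterior and 14 of the posterior markers were called.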

Fisher’s Exact test revealed significant enrichment between scRNA-seq DEGs and bulk RNA-seq DEGs (odds ratio = 1354.47, *P* value < 2.2 × 10^−16^). For example, *Shox2* and *Msx1* were significantly higher expressed in the anterior region (bulk RNA-seq adjusted *P* value = 9.12 × 10^−49^, scRNA-seq adjusted *P* value < 2.20 × 10^−16^), while *Meox2* and *Tbx22* exhibited higher expression in the posterior region (bulk RNA-seq adjusted *P* value = 1.69 × 10^−94^, scRNA-seq *P* value < 2.20 × 10^−16^, Fig. 3d). 

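Shox2 (ENSMUSG00000027833.17), which lies on chromosome 3 of GRCm38 from 66971727 to 66981771, had 386 ± 31.7 CPM (SD, n = 3) in the anterior palate and 11.7 ± 6.09 CPM (SD, n = 3) in the posterior palate. Its log2 fold change was -5.04 (standard error 0.40, adjusted p = 0.000526 from edgeR's quasi-likelihood test). Msx1 (ENSMUSG00000048450.11; chromosome 5, 37820485 to 37824583) had 204 ± 70.6 CPM (SD, n = 3) in the anterior palate. In the posterior palate it had 1.15 ± 0.193 CPM (SD, n = 3), from 14, 19 and 15 counts in replicates 1, 2 and 3, and its log2 fold change was -7.46 (standard error 0.34, adjusted p = 0.000124). Meox2 (ENSMUSG00000036144.7; chromosome 12, 37108540 to 37179534) rose from 7.83 ± 0.958 CPM (SD, n = 3) in the anterior palate to 192 ± 47.4 CPM (SD, n = 3) in the posterior palate, a log2 fold change of 4.62 (standard error 0.22, adjusted p = 0.00014). Tbx22 (ENSMUSG00000031241.18; chromosome X, 107667964 to 107688978) rose from 1.50 ± 0.188 CPM (SD, n = 3) to 36.0 ± 8.10 CPM (SD, n = 3), a log2 fold change of 4.58 (standard error 0.22, adjusted p = 0.00014). All 4 genes are annotated as protein-coding. At each of them the libraries of the regions did not overlap (two-sided exact permutation test on CPM, p = 0.1, the smallest p that 3 libraries against 3 allow). With each replicate left out in turn, the log2 fold change stayed between -5.39 and -4.68 for Shox2, between -7.66 and -7.16 for Msx1, between 4.42 and 4.77 for Meox2 and between 4.38 and 4.67 for Tbx22. The paper gives these genes as examples, and reasons from the overlap between the bulk and the single-cell genes and its Fisher's exact test to the match of the bulk and the single-cell expression patterns.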

Although the highly significant correspondence between bulk and single-cell levels, several differentially expressed genes with large fold changes in bulk RNA-seq were not detected in the scRNA-seq data. These genes tended to be expressed at low levels in bulk RNA-seq, suggesting that the limited sensitivity of lowly expressed transcripts in the scRNA-seq assay may obscure the signals (Supplementary Fig. 6).

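Of the genes called in the bulk libraries, 366 had an absolute log2 fold change of at least 2, a limit set here, 99 of them higher in the anterior and 267 in the posterior palate. Which of them were detected in the single-cell data was not analysed here. The median average level of these genes was 2.05 log2 CPM, against 4.58 log2 CPM for the other 803 genes called and 4.59 log2 CPM for all genes tested. The difference between the large-fold and the other calls was -2.54 log2 CPM, with an SD of 0.797 over the 6 libraries. It was -3.66, -3.66 and -3.52 in anterior replicates 1, 2 and 3, and -2.26, -2.26 and -2.00 in posterior replicates 1, 2 and 3. The SD is thus mostly a gap between the regions and not a spread of replicates. The filter on low counts moved the difference most, to -3.67 with no filter and -0.92 among genes with at least 10 counts in every library. The difference is in part fixed by its construction, since a gene of low level is called more readily when its fold change is large. A large change also lowers the average over the 6 libraries, because the gene is low in 1 region. The difference thus does not test the paper's proposal on genes missed in the single-cell data. Among the large-fold calls, 46 (12.6%) lay above the median level of all genes tested. One of the genes with a large fold change and a high level was Actc1, which had 1.91 ± 0.608 CPM (SD, n = 3) in the anterior and 217 ± 47.8 CPM (SD, n = 3) in the posterior palate.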

To further validate these results, the top five region-specific genes for the anterior (*Shox2, Satb2, Inhba, Cyp26b1*, and *Nrp1*) and the posterior subpopulations (*Meox2, Prickle1, Sim2, Efnb2*, and *Trps1*) were analyzed with quantitative reverse-transcription polymerase chain reaction (qRT-PCR) using E14.0 anterior and posterior palatal shelves (Fig. 3e). Furthermore, RNAscope in situ hybridization confirmed expression patterns of these genes (Fig. 3f). *Shox2*, *Satb2*, and *Nrp1* were expressed mainly in the anterior and middle regions of the palate, but not in the posterior palate. The expression of *Cyp26b1* was restricted to the anterior region and *Inhba* was restricted to beneath the epithelial layer in the anterior and middle region. In contrast, *Meox2, Prickle1*, and *Efnb2* were mainly expressed in the posterior region of the palate. Interestingly, *Sim2* and *Trps1* were expressed medially in the anterior half of the posterior region of the developing secondary palate. Overall, these results validated our subtype annotations of CNC-derived mesenchymal cells which corresponded to anatomical locations.

### Cell fate analysis unveils lineage-determining regulators

Single-cell data from discrete time points can be considered “snapshots” of the underlying continuous developmental process^26^. To connect static snapshots into a “movie” and computationally reconstruct the molecular dynamics during the differentiation of CNC-derived mesenchymal cells, we applied Wadding-Optimal Transport (WOT)^27,28^, an algorithm designed for trajectory analysis of time series scRNA-seq data. WOT connects adjacent time points by finding the most probable cell transition paths using the mathematical theory of optimal transport^29^. The resulting trajectories can be used to model cell fate decisions with high resolution.

As chondrocytes originate from the pterygoid plate of the sphenoid bone and are not considered as part of the secondary palate^10^, we excluded them from downstream analysis (Fig. 4a). Simulated random walks based on the WOT-derived cell transition matrix showed that most trajectories started from CNC-derived multipotent cells (black dots) and terminated at various subpopulations at later stages (yellow dots) (Fig. 4b, left panel). We then quantified the terminal state likelihood of each cell and defined those with high likelihoods as terminal state cells (Fig. 4b, right panel). Next, we computed the probabilities that an early cell would transition towards any terminal cell states. Overall, we discovered five distinct trajectories, representing the continuous differentiation of multipotent cells into (1) anterior palatal mesenchymal cells, (2) posterior palatal mesenchymal cells, (3) dental mesenchymal cells, (4) osteoblasts, and (5) perimysial cells (Fig. 4c and Supplementary Fig. 7). Next, we calculated RNA velocity, which predicts future states of individual cells based on the stratification of spliced and unspliced mRNAs^30^. As shown in Fig. 4d, the directed dynamic information based on RNA velocity was consistent with inferred trajectories. The RNA velocities pointed away from the cells at E12.5 in the middle of the embedding towards later time points at the border of the embedding (Fig. 4d).

**Fig. 4:**
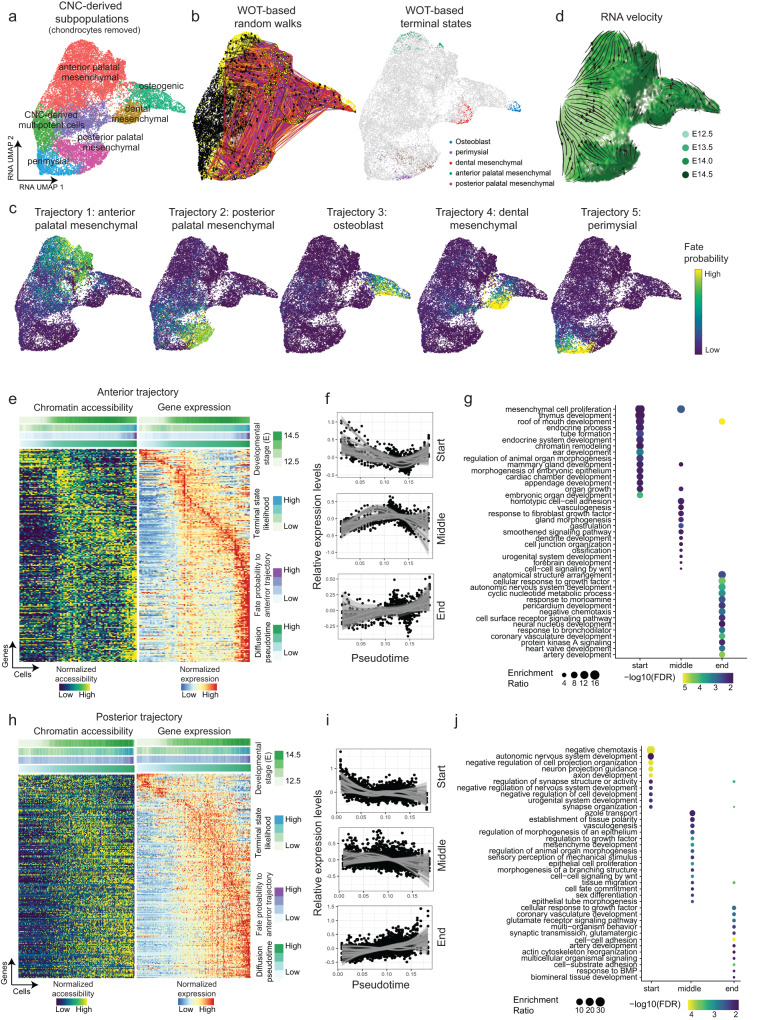
Reconstruction of CNC-derived mesenchymal trajectories by Optimal Transport reveals lineage-determining transcription factors. **a** UMAP visualization of CNC-derived mesenchymal subpopulations with chondrocytes removed. **b** UMAP visualization colored by (left) WOT-based random walks and (right) terminal states. The random walks are based on the WOT-derived cell–cell transition matrix. Black dots represent the start points of the trajectory, while yellow dots represent endpoints. **c** UMAP visualizations show fate probabilities to each trajectory. Cells are colored by probabilities (high: yellow, low: purple). **d** UMAP visualization with streamlines and arrows shows RNA velocity-derived information. Each point represents one cell and is colored by developmental stages. Streamlines and arrows represent the future directions for each cell. **e** Heatmap shows paired chromatin accessibility and gene expression (rows) for the anterior trajectory (columns). Each row represents a putative pair of genes and linked regulatory elements. Bars on the top represent diffusion pseudotime, fate probabilities to the anterior palatal mesenchymal trajectory, terminal state likelihood, and developmental stage. Columns are ordered by diffusion pseudotime. **f** Scatter plot with fitted lines shows the expression pattern for each group of driver genes along the trajectory. The shaded areas around the fitted smooth line represent the error bands, indicating the 95% confidence interval. **g** Dot plot shows enriched pathways (*y* axis) for each driver gene group (*x* axis) upregulated at the start, middle, and end of anterior palatal mesenchymal trajectory. Dot is scaled by enrichment ratio and colored by significance. **h**–**j** Similar visualizations to (**e**–**g**) for the posterior palatal mesenchymal trajectory.

To more granularly resolve these velocity predictions, we applied CellRank, which infers initial and terminal state probabilities for each cell based on RNA velocity^28^. Consistent with WOT-derived trajectories, CellRank found high initial state probabilities in CNC-derived multipotent cells and high terminal state probabilities in the late-stage subpopulations (Supplementary Fig. 8). To analyze cell fate decisions within the progenitor populations within the progenitor populations, we isolated those with high transition probabilities toward the anterior and posterior trajectories, respectively. Differential gene expression analysis unveiled distinct expression profiles in these two subpopulations. In the progenitor anterior subpopulation, genes such as *Shox2, Satb2, Inhba, Cyp26b1*, and *Nrp1* demonstrated significantly higher expression levels. Conversely, in the progenitor posterior subpopulation, genes like *Meox2, Prickle1, Sim2, Efnb2*, and *Trps1* exhibited elevated expression (Supplementary Fig. 9). The results align with the expression profile observed in terminally differentiated anterior and posterior populations, as illustrated in Fig. 3. Taken together, these analyses generated high-resolution pseudotemporal trajectories representing the continuous expression changes that occur during the development of the secondary palate. Next, we investigated both gene expression and regulation dynamics of each trajectory. The cells with large diffusion pseudotime values tended to be derived from late time points (Supplementary Fig. 10).

To validate the accuracy of the inferred trajectories, we conducted a comprehensive analysis of previously published H3K27 acetylation data obtained from both the anterior and posterior palate^31^. Leveraging our extensive multiomic datasets, we identified accessibility peaks associated with the genes along the anterior and posterior developmental pathways, respectively. We then assessed the probability of observing enriched overlap between the scATAC anterior and posterior peaks with the corresponding anterior and posterior acetylation tracks. The results revealed statistically significant enrichment for the anterior trajectory (Fisher’s Exact test, odds ratio = 1.50, *P* value = 4.81 × 10^−3^, Supplementary Fig. 11). The posterior trajectory also revealed increased enriched overlap, albeit not reaching statistical significance (Fisher’s Exact test, odds ratio = 1.34, *P* value = 0.13). Taken together, these data confirm the reliability of our inferred trajectories.

We first focused on the anterior palatal mesenchymal trajectory. To pinpoint the driver genes for this trajectory, we conducted association tests between the expression level of each gene and estimated fate probability to each terminal state. Those with significant positive correlations were defined as driver genes. We identified a total of 556 driver genes (correlation >0.05 and adjusted *P* value < 0.05) (Fig. 4e–h). The top hits included *Shox2* (correlation = 0.468, adjusted *P* value < 2.2 × 10^−16^), *Foxd2os* (correlation = 0.391, adjusted *P* value < 2.2 × 10^−16^), and *Foxd2* (correlation = 0.333, adjusted *P* value < 2.2 × 10^−16^) (Supplementary Fig. 12a).

To further investigate when and how these driver genes were regulated along the trajectory, we extracted 7240 cells with high probabilities to differentiate towards the anterior trajectory (fate probability >75% quantile) and ordered them by diffusion pseudotime. We then performed peak-gene linkage analysis as described above and connected expression trajectories with chromatin accessibility dynamics. Out of 984 peak-gene linkages, 428 (43.49%) were significantly linked (correlation >0 and adjusted *P* value < 0.05). We observed consistent gene expression and chromatin accessibility dynamics along the anterior trajectory (Fig. 4e).

Using k-means clustering, these driver genes were divided into three groups, showing increased expression specifically at the start, middle, or end of the anterior trajectory (Fig. 4f). The genes upregulated at the start of the anterior trajectory were enriched in mesenchymal cell proliferation (enrichment ratio = 16.71, adjusted *P* value  = 0.036), roof of mouth development (enrichment ratio = 12.73, adjusted *P* value  = 0.022), and chromatin remodeling (enrichment ratio = 9.90, adjusted *P* value  = 0.035) (Fig. 4g). The genes upregulated at the middle of the trajectory were enriched in mesenchymal cell proliferation (enrichment ratio = 11.14, adjusted *P* value   = 2.28 × 10^−3^) and response to fibroblast growth factor (enrichment ratio = 5.74, adjusted *P* value   = 0.027) while the genes upregulated at the end of the trajectory were associated with the roof of mouth development (enrichment ratio = 7.49, adjusted *P* value   = 1.04 × 10^−6^) and anatomical structure arrangement (enrichment ratio = 10.49, adjusted *P* value   = 4.58 × 10^−3^).

We then applied an analogous approach to the posterior palatal mesenchymal trajectory and identified 586 driver genes, such as *Col25a1* (correlation = 0.518, adjusted *P* value < 2.2 × 10^−16^), *Meox2* (correlation = 0.496, adjusted *P* value < 2.2 × 10^−16^), and *Inpp4b* (correlation = 0.400, adjusted *P* value < 2.2 × 10^−16^) (Supplementary Fig. 12b). Among them, 216 genes were significantly regulated by 353 regulatory elements (Fig. 4h). Pathway enrichment analysis of these genes revealed the involvement of neuron-related pathways in the early stage (enrichment ratio = 11.30, adjusted *P* value  = 8.99 × 10^−5^), mesenchymal development (enrichment ratio = 5.42, adjusted *P* value  = 1.37 × 10^−4^), and tissue migration (enrichment ratio = 3.57, adjusted *P* value  = 4.09 × 10^−4^) in the intermediate and late stages of the trajectory (Fig. 4i, j).

We next investigated underlying transcriptional regulators by motif enrichment analysis. We characterized a list of lineage-determining TFs that are potential candidates to control each trajectory by binding to regulatory elements to regulate the expression of the above-mentioned driver genes. Shox2 was identified as an important regulator at the start of the anterior trajectory (motif adjusted *P* value = 6.09 × 10^−3^, motif fold change = 4.21, gene adjusted *P* value < 2.2 × 10^−16^, gene fate correlation = 0.47) (Fig. 5a). MEOX2 showed potential regulatory roles in the middle (motif adjusted *P* value = 0.024, motif fold change = 2.87) and end of the posterior trajectory (motif adjusted *P* value = 1.85 × 10^−3^, motif fold change = 2.06, Fig. 5b). To experimentally validate these predictions, we conducted chromatin immunoprecipitation followed by sequencing (ChIP-seq) experiments. SHOX2 and MEOX2 ChIP-seq data were generated from anterior and posterior palate tissue, respectively. We calculated the likelihood of observing a ChIP-seq peak near the genes that were upregulated at the start of the anterior trajectory and the middle of the posterior trajectory. As computationally predicted, the likelihood of observing a SHOX2 peak was increased for genes upregulated at the start of the anterior trajectory. Correspondingly, the likelihood of observing a MEOX2 peak was increased for genes upregulated at the middle of the posterior trajectory (Fig. 5c). Despite limited statistical power given the use of duplicates, these results showed marginal significance (One-sided *t* test, anterior start *P* value = 0.055, posterior middle *P* value = 0.09). For example, we observed a ChIP-seq binding peak for SHOX2 but not MEOX2 in the predicted SHOX2 target *Nfia* (*P* value = 2.29 × 10^−4^, signal = 3.01, Fig. 5d). Simultaneously, a MEOX2 binding peak was observed upstream of the predicted MEOX2 target *Has2* (*P* value = 1.53 × 10^−4^, signal = 2.82, Fig. 5e).

**Fig. 5:**
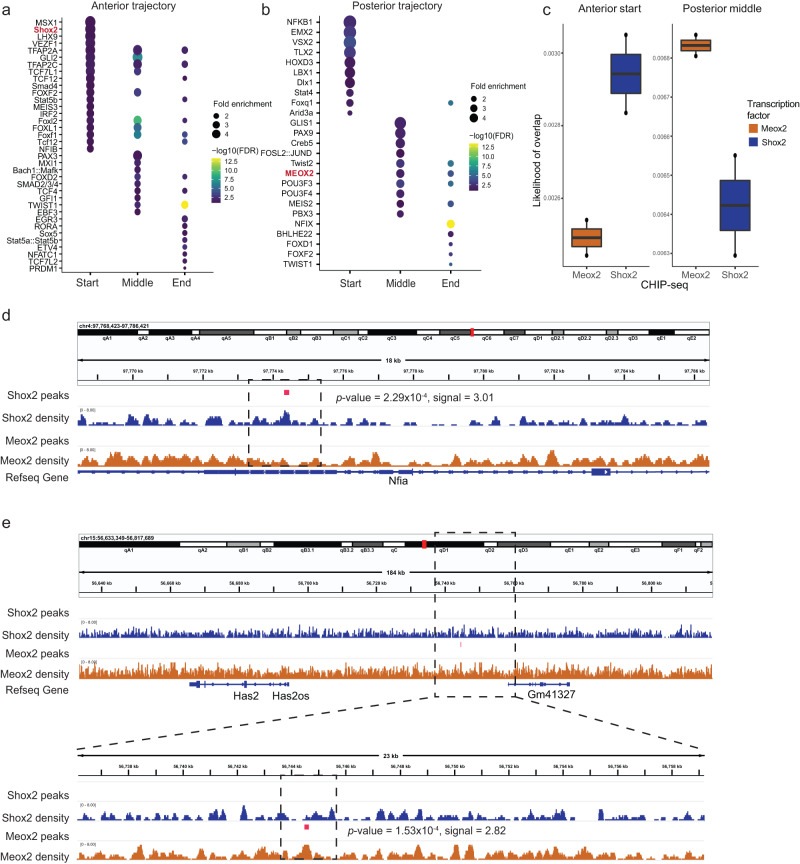
Key transcription factors driving cells towards anterior and posterior states are validated in ChIP-seq experiments. **a**, **b** Dot plots show enriched motifs (*y* axis) at different stages of the **a** anterior trajectory (*x* axis) and **b** posterior trajectories. Dots are scaled by motif enrichment ratio and colored by significance. **c** Left, boxplot shows the likelihood of peaks mapping near genes upregulated at the start of the anterior trajectory (*y* axis) for SHOX2 and MEOX2 binding (*x* axis). Right, boxplot shows the likelihood of peaks mapping near genes upregulated at the middle of the posterior trajectory (*y* axis) for SHOX2 and MEOX2 binding (*x* axis). *n* = 52,797 peaks called from two independent experiments. Minima: Lower limit of the whisker. Maxima: Upper limit of the whisker. Centre: Median line inside the box. The upper and lower box bounds represent the 25% and 75% percentile of data. **d** Integrative Genomics Viewer (IGV) view depicts ChIP-seq binding peak for SHOX2 in the predicted SHOX2 target *Nfia*. **e** IGV view presents ChIP-seq binding peak for MEOX2 upstream of the predicted MEOX2 target *Has2*. The “bdg” (bedGraph) statistical model in the MACS2 tool is utilized, modeling the read counts in the ChIP-seq and control samples as two independent Poisson distributions. Significance of enrichment is determined through the likelihood ratio between these two Poisson distributions. Multiple test adjustments are performed, and the adjusted *P* values are labeled on the plot.

To further validate these predictions, we first examined the odds ratio distribution of fate probabilities towards anterior versus posterior trajectories. As expected, *Shox2*-positive cells had high probabilities to differentiate towards the anterior palatal mesenchymal trajectory (Supplementary Fig. 13a, left panel) while *Meox2*-positive cells had high probabilities to differentiate towards the posterior trajectory (Supplementary Fig. 13b, left panel). Those terminally differentiated cells at E14.5 emerged from the multipotent cells at the early stage (E12.5) (Supplementary Fig. 13a, b, right panels).

In addition, we observed a significant negative correlation of fate probabilities between the anterior and posterior trajectories (PCC Rho = −0.427, *P* value < 2.2 × 10^−16^, Supplementary Fig. 13c). For example, the top driver gene for the anterior trajectory *Shox2* was negatively correlated with the posterior trajectory (correlation = −0.333, adjusted *P* value < 2.2 × 10^−16^). On the other hand, *Meox2*, a top driver gene for the posterior trajectory, was negatively correlated with the anterior trajectory (correlation = −0.288, adjusted *P* value < 2.2 × 10^−16^). The osteoblast and dental mesenchymal trajectories shared a list of driver genes, exhibiting high fate probabilities of both trajectories, such as *Runx2* and *Zfpm2* (Supplementary Fig. 13d). Collectively, these data validated the inferred trajectories and driver genes.

### In silico perturbation analysis finds important regulators

Next, we applied CellOracle to assess the impact of perturbing specific regulators on the development of the secondary palate^32^. This algorithm leverages single-cell multiomics data to deduce gene-regulatory networks. It then conducts in silico perturbations to simulate how these changes affect cellular development, relying solely on unperturbed data. Our analysis focused on the cells within the anterior and posterior trajectories. Independent data analysis was conducted, including normalization, clustering, and dimension reduction using PAGA^33^ and force-directed graphs, followed by diffusion pseudotime calculation. The manifold revealed two distinct trajectories originating from the multipotent cells towards the anterior and posterior cells (Fig. 6a). We then calculated perturbation scores for all detected TFs. High perturbation scores indicate that in silico knockout of the TF significantly decreased the development of the trajectory, suggesting that the TF is an essential regulator of the trajectory. Interestingly, while the CellOracle perturbation scores were correlated for many TFs, SHOX2 and MEOX2 showed relatively high specificity for the anterior and posterior trajectories, respectively (Fig. 6b). The regulatory networks predicted by CellOracle for all TFs can be found in Supplementary Data 1. Indeed, in silico perturbation of *Shox2* and *Meox2* reversed the developmental velocities for the anterior and posterior trajectories, respectively (Fig. 6c, d and Supplementary Fig. 14).

**Fig. 6:**
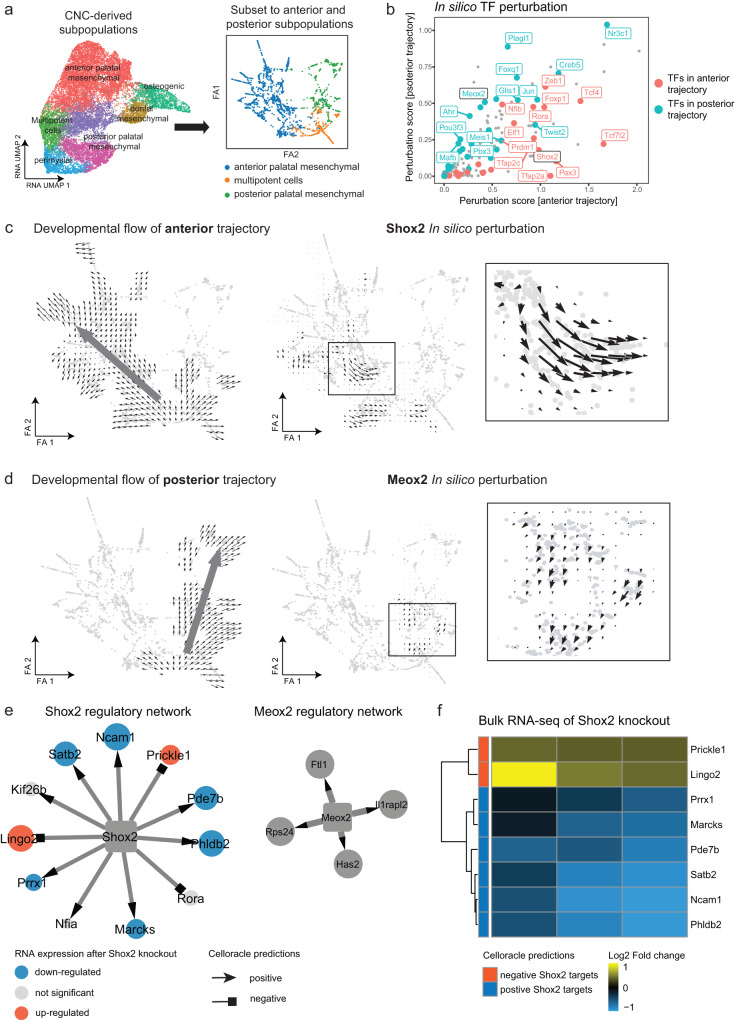
In silico perturbation analysis reveals SHOX2 and MEOX2 as important regulators of the anterior and posterior trajectories, respectively. **a** Left: UMAP visualization of CNC-derived mesenchymal subpopulations. Right: Force-directed graph visualizations of anterior and posterior subpopulations. **b** Scatter plot shows in silico TF perturbation scores for the anterior (*x* axis) and posterior (*y* axis) trajectories, respectively. **c** Left: CellOracle vector field graphic shows the developmental flow of anterior trajectory. Arrows start from multipotent cells and point towards the anterior subpopulation. Right: CellOracle vector field graphic shows simulated vector shift after in silico *Shox2* knockout. The developmental flow towards anterior cells is reversed upon in silico knockout of *Shox2*. **d** Same visualization as in panel C, showing simulated Meox2 perturbation in the posterior trajectory. **e** Network graphs visualized using Cytoscape show predicted SHOX2 and MEOX2 regulatory networks. The shape of the arrowheads is based on the predicted direction of regulation. Target nodes are colored based on regulation in *Shox2*-knockout RNA-seq data. **f** Heatmap shows log2 fold change of RNA expression in three *Shox2* knockout samples normalized to controls. The bulk RNA-seq data used here was downloaded from ref. ^31^.

To further confirm the relevance of Shox2 and Meox2 in secondary palate development, we applied an additional computational algorithm, SCENIC+^34^, to infer major regulators of the developmental trajectory (Supplementary Fig. 15). This analysis identified *Meox2* as the top regulon for the posterior trajectory. Due to limited annotation, SCENIC+ does not contain a Shox2 regulon. However, the top regulon for the anterior trajectory was Nfia, which targets *Shox2* based on the Scenicplus annotation. These results further confirmed the importance of both Shox2 and Meox2 in the anterior and posterior trajectories, respectively.

For SHOX2 and MEOX2, CellOracle predicted 11 and 4 target genes, respectively (*P* value < 0.001). It is noteworthy that among these predicted targets, *Satb2*^35,36^, *Prrx1*^37,38^, and *Prickle1*^39,40^ have previously been linked to CP (Fig. 6e). We expanded the MEOX2 network, by utilizing a less stringent *P* value threshold (*P* value <0.01) and identified a total of 39 target genes. Next, we integrated this list of genes with the CleftGeneDB database^5^ which collects curated genes with experimental evidence for relevance in cleft palate. Importantly, 6 of these 39 MEOX2 targets have previously been associated with cleft palate, which represents a significantly larger overlap than expected by chance (Fisher’s Exact test, *P* value = 0.0002, odds ratio = 9.2, Supplementary Fig. 16a). For instance, *Cacna1d* has been reported to be related to orofacial cleft in the GWASdb SNP-Phenotype Associations dataset^41^. In addition, *Foxp2* is linked to nonsyndromic cleft lip and/or palate through genome-wide linkage analysis^42^. Notably, our MEOX2 CHIP-seq data provided further evidence of MEOX2 binding to promoter regions of these genes (Supplementary Fig. 16b).

To validate the predicted gene-regulatory dynamics, we re-analyzed published bulk RNA-seq data derived from the E14.5 anterior hard palatal tissues of *Shox2*^*Cre/*−^ mice, wherein the *Shox2* gene had been knocked out^31^. Among the 11 predicted SHOX2 targets, 8 genes exhibited significantly altered expression following *Shox2* knockout (adjusted *P* value < 0.05) (Fig. 6f). As expected, genes predicted to be positively regulated by *Shox2* demonstrated decreased expression upon *Shox2* knockout (Fig. 6e, f). Correspondingly, genes predicted to be negatively regulated displayed increased expression upon *Shox2* knockout (Fig. 6e, f). Taken together, these results suggest that SHOX2 and MEOX2 serve as crucial regulators driving the development of the anterior and posterior secondary palate, respectively.

## Discussion

Dynamic gene expression patterns, driven by the dynamic activity of TFs and accessibility of their binding sites, underlie the formation of the secondary palate. In this study, we generated time-series single-cell multiomics datasets of the mouse secondary palate from E12.5 to E14.5 to dissect lineage-determining TFs that govern the developmental process. Our study profiled multiple modalities of developing mouse secondary palate within the same cells at single-cell resolution.

Cell-type annotation is challenging due to the rareness of data for secondary palate development. The lack of reference data makes automated cell type annotation approaches on scRNA-seq data, such as SingleR^43^ and deCS^44^, not applicable. In this study, we defined cell types through extensive manual curation of marker genes, which were validated using an independent scRNA-seq dataset taken from a similar tissue^10^. We discovered subpopulations in CNC-derived mesenchymal cells that align with the in vivo anatomical locations, which were validated using in situ hybridization, quantitative RT-PCR, and bulk RNA-seq. The established cell types and subtype-specific gene expression profiles, together with the chromatin accessibility profiles, can be used as a reference to facilitate cell-type annotations in future analyses.

Trajectory analysis in time-series scRNA-seq datasets requires integration of pseudotime with time-point information, where traditional pseudotime approaches are not applicable^45^. In this study, we applied the Wadding-Optimal Transport algorithm^27^ to connect cells between adjacent time points and reconstructed five trajectories, demonstrating the continuous developmental landscape of cell states. We identified several driver genes which were previously linked to craniofacial biology. *Msx1*, a driver gene for dental mesenchymal trajectory, was shown to regulate the cell proliferation of dental mesenchymal cells^46^ and tooth morphogenesis^47^. Runt-related transcription factor 2 (*Runx2*) is known to regulate tooth and bone formation during the differentiation of CNC-derived cells^48^, which exhibited high fate correlations to both dental and osteoblast trajectories in our study. Another key regulator during the middle of the anterior palatal trajectory, *Runx1*, was reported to regulate the fusion and its deficiency caused cleft in the anterior palate^49^. *Dlx1* and *Dlx2* were identified as the top regulators for the posterior palatal mesenchymal trajectory. Concordant with our findings, *Dlx1/2* double knockout mice developed CP due to the vertical growth failure of posterior palatal shelves^50^.

Inference of gene-regulatory networks followed by in silico perturbation revealed several regulators of the anterior and posterior trajectories. We focused our analysis on the predicted regulators SHOX2 and MEOX2 and experimentally validated our predictions. *Meox2* was predicted to be a driver gene for the posterior palatal trajectory and *Meox2* null and heterozygous knockout mice exhibited posterior CP due to post-fusion breakdown of palatal shelves^51^. Consistent with our results, *Shox2* null mice exhibited CP that were confined to the anterior region^52^. Importantly, the posterior palate in *Shox2* null mice was intact, underscoring the gene expression and regulation differences along the anterior-posterior axis of the palate. Our analysis solidifies the role of *Shox2* in establishing the anterior-posterior polarity of the palatal shelves and provides insight into the underlying mechanisms at single-cell resolution.

While our analysis focused on these two important regulators of secondary palate development, our results provide additional information at genome-scale using a single-cell multiome approach. In addition to Shox2 and Meox2, we provide inferred regulatory networks for several additional transcription factors, which represent a valuable resource to the research community (Supplementary Data 1).

Although our study revealed dynamic gene regulation programs, it has limitations in explaining the three-dimensional processes, such as the reorientation of palatal shelves. Therefore, it would be interesting to integrate our results with spatial information, such as 10x Genomics Visium technology that overlay gene expression data with the morphological context in tissues^53^, to reveal spatial expression patterns and elucidate the mechanisms of palatal elevation and reorientation at the molecular level. Single-cell proteome data can also be integrated to quantify the downstream protein levels during development^54^. Furthermore, in vivo validations in developing mouse embryos are needed to confirm the regulatory role of identified lineage-determining TFs, such as the knockout of specific TFs or lineage tracing experiments.

In conclusion, our single-cell multiomics atlas of the developing mouse secondary palate charted epigenetic and transcriptional dynamics during palatogenesis and provides a unique resource for the community to facilitate future research of CP.

## Methods

### Tissue preparation, dissociation, and nuclei extraction

All animal procedures and study protocols were approved by the Animal Welfare Committee (AWC) and the Institutional Animal Care and Use Committee (IACUC) of UTHealth (AWC 22-0087). Palatal shelves were isolated from time-mated C57BL/6J mice (000664, Jackson Laboratory) at four distinct developmental timepoints, including embryonic day (E)12.5, E13.5, E14.0, and E14.5. Specifically, at E12.5, we primarily captured the early stages of palatal shelves, during which they emerge as outgrowths from the maxillary processes. E13.5 corresponds to a phase characterized by palatal shelf downgrowth towards the tongue. At E14.0, our samples included palatal shelves in the process of elevation. At this stage, they undergo a significant transformation, transitioning into a more horizontally oriented position above the tongue. Finally, at E14.5, we isolated palatal shelves during the fusion stage, representing the point at which these structures come into contact and ultimately merge along the midline. All mice were maintained in the animal facility of UTHealth under a 12-h light/dark cycle and access to food/water ad libitum.

Single-cell suspensions were prepared from pooled paired secondary palatal shelves of three embryos at E12.5, two embryos at E13.5, and one embryo at E14.0 and E14.5, respectively. The microdissected palatal shelves were treated with 0.25% trypsin and 0.05% EDTA (150 μL) for 5 min at 37 °C with gentle agitation (300 rpm). The dissociated cell mixtures were then suspended with 300 μL Dulbecco’s Modified Eagle’s Medium (DMEM, Millipore Sigma) supplemented with heat-inactivated 10% fetal bovine serum (FBS). The cells were centrifuged at 500 g for 5 min at 4 °C and the cell pellets were resuspended and incubated with chilled 300 μL of 0.1× lysis buffer [10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% BSA, 1 mM DTT, 1 U/μL RNase inhibitor, 0.01% Tween-20, 0.01% Nonidet P40 Substitute, and 0.001% Digitonin] for 3 min on ice, which was stopped with chilled 300 μL wash buffer [10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% BSA, 1 mM DTT, 1 U/μL RNase inhibitor, and 0.1% Tween-20]. The cells were then collected by centrifugation at 500× *g* for 5 min at 4 °C, rinsed with 200 μL wash buffer twice, and re-suspended in Diluted Nuclei Buffer [1× Nuclei Resuspension Buffer, 1 mM DTT, and 1 U/μL RNase inhibitor]. Isolated single-cell nuclei were filtered using a cell strainer (40-μm pore size) and inspected under a microscope to ensure they were successfully dissociated into single cells for subsequent sequencing.

### Single-cell multiome data generation

The single-cell libraries were constructed by following the 10x Genomics Chromium Next GEM Single Cell Multiome ATAC + Gene Expression protocol (CG000338). Briefly, nuclei suspensions were incubated with a transposase, which fragmented the DNA in open regions of the chromatin and added the adapter sequences to the ends of the DNA fragments. The transposed nuclei were loaded onto Chromium Next GEM Chip J (PN-1000234, 10x Genomics, Pleasanton, CA) with partitioning oil and barcoded single-cell gel beads, followed by PCR amplification. The ATAC library and the gene expression library were then prepared separately. The quality of the libraries was examined using the Agilent High Sensitive DNA Kit (#5067-4626) by Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, USA). The library concentrations were determined by qPCR using Collibri Library Quantification kit (#A38524500, ThermoFisher Scientific) on a QuantStudio3 (ThermoFisher Scientific). We then pooled the libraries evenly and performed the paired-end sequencing on an Illumina NextSeq 550 System (Illumina, Inc., USA) using the High Output Kit v2.5 (#20024907, Illumina, Inc., USA).

### Single-cell multiome data processing

The 10x Genomics Cell Ranger ARC (v2.0.0) pipeline was used to process the multiome data. Raw sequencing data were first converted to fastq format using “cellranger-arc mkfastq”. The raw files of RNA-seq and ATAC-seq libraries from the same sample were aligned to the UCSC mouse genome (mm10) and quantified using “cellranger-arc count”. Samples were aggregated using “cellranger-arc aggr” to normalize the sequencing depth.

The raw RNA count matrix and ATAC fragment data were further processed using R packages Seurat (v4.0.3)^55^ and Signac (v1.5.0)^56^, respectively. Filtering based on RNA-assay metrics (200<nCount_RNA < 100,000, nFeature_RNA < 7500, percent.mt <20) and ATAC-assay metrics (200 <nCount_ATAC < 100,000, nucleosome_signal <2, TSS.enrichment > 1) resulted in 37,329 cells. The average depth is 73,521 reads per cell, yielding an average of 2472 genes per cell. The gene expression count matrix was then normalized using SCTransform. Principal component (PC) analysis was based on the top 3000 highly variable features. Uniform Manifold Approximation and Projection (UMAP) visualization was constructed using the first 30 PCs.

For the ATAC data, peak calling was performed using MACS2 package with *CallPeaks* function in Signac. Peaks that overlapped with genomic blacklist regions for the mm10 genome were removed^57^. Each peak represents one potential regulatory DNA element. The peak count matrix was then normalized using Latent Semantic Indexing (LSI), including term-frequency (TF) inverse-document frequency (IDF), and Singular value decomposition (SVD). The first LSI component is removed from the downstream analysis as it was highly correlated with sequencing depth. The gene activity was quantified using *GeneActivity* function in Signac (version1.5.0), which aggregated chromatin accessibility intersecting the gene body and promoter regions.

### Projection of external dataset onto our scRNA-seq manifold

To validate the annotated major cell types, we downloaded a scRNA-seq dataset of mouse soft palate, which is the posterior third of the palate, from a recent publication^10^. SCTransform normalization was conducted, followed by PC analysis. The first 30 PCs were used to find anchors between these two datasets using *FindTransferAnchors* function in the Seurat package. The *RunUMAP* function was used to calculate the UMAP coordinates of our dataset with parameters stored in the object (return.model = TRUE). The *MapQuery* function was then used to calculate the coordinates of the external dataset using the same ‘uwot’ model parameters.

### In situ hybridization

The E14.5 C57BL/6J mouse embryos (*n* = 6) were dissected from a time-pregnant mother and fixed in 4% paraformaldehyde overnight at 4 °C, dehydrated in a graded ethanol series, and embedded in paraffin. Paraffin sections were cut at 4 µm thickness under RNase-free conditions. In situ hybridization was performed using the RNAscope 2.5 Assay platform (ACD, 322360) using specific probes for *Cyp26b1* (ACD, 454241), *Efnb2* (ACD, 477671), *Inhba* (ACD, 455871), *Meox2* (ACD, 823191), *Nrp1* (ACD, 471621), *Prickle1* (ACD, 832641), *Satb2* (ACD, 413261), *Shox2* (ACD, 579051), *Sim2* (ACD, 1110401), and *Trps1* (ACD, 879001). The color images were obtained under a light microscope (BX43, Olympus).

### Quantitative RT-PCR

The anterior (*n* = 6) and posterior (*n* = 6) 1/3 palatal shelves were microdissected from E14.0 C57BL/6J mouse embryos for qRT-PCR. Total RNAs isolated from each region were collected using the QIAshredder and RNeasy mini extraction kit (QIAGEN)^58^. *Gapdh* was used as an internal housekeeping gene control. The PCR primers used in this study are listed in Supplementary Table 2.

### Bulk RNA-seq analysis

The anterior (*n* = 3) and posterior (*n* = 3) 1/3 palatal shelves of E14.0 C57BL/6J mice were microdissected, isolated, and then subjected to bulk RNA-seq. The raw sequenced files were mapped to the mouse reference genome mm10 using HISAT2^59^. StringTie^60^ was used to quantify the counts. We then used R package DESeq2 (version 1.30.1) to perform the differential gene expression tests^61^. To project the bulk RNA-seq data into the scRNA principal component space, count matrices from both datasets were first integrated and normalized using *voom* function in the R package limma (version 3.46.0). We performed PCA independently using normalized scRNA data. The normalized bulk RNA-seq data were then projected into the scRNA space using identical principal component gene loadings.

### Peak-gene linkage analysis

We identified peak-gene links using *LinkPeaks* function in Signac^56^ based on the approach originally described by SHARE-seq^62^. The Pearson correlation coefficient was calculated between gene expression and peak accessibility. Only peaks within a certain distance (bp) from the gene TSS were included in the model (default: 5 × 10^5^). The GC content, overall accessibility, and peak size were included in the model as covariates to correct the bias. Benjamini–Hochberg method was used to adjust *P* values^63^. Only high-confidence peak-gene links with adjusted *P* value < 0.05 and coefficients >0 were retained for downstream analysis.

### DNA sequence motif enrichment analysis

A total of 746 position weight matrices were loaded from the JASPAR 2020 database^64^ using *getMatrixSet* function in TFBSTools package (version 1.32.0, collection = “CORE”, tax_group = ‘vertebrates’). For a set of differentially accessible peaks, we applied *FindMotifs* function with default parameters to find enriched motifs. Meanwhile, to facilitate the visualization of motif activity, we calculated the motif activity matrix using ChromVAR (version 1.16.0)^65^.

### WOT-based terminal state likelihood analysis

The Wadding-Optimal Transport (WOT) was employed to reconstruct the trajectories^27^. Specifically, for a cell at time *t*_*i*_, WOT traced its most likely ancestors and descendants to recover the trajectories by calculating the transition probabilities to cells at time *t*_*i+1*_ and *t*_*i-1*_. We imported *WOTKernel* from *cellrank.external.kernels* for the following analysis^28^. The growth rates were estimated using the predefined gene proliferation set. The cell–cell transition matrix between adjacent time-points was then calculated using *compute_transition_matrix* function with default parameters (growth_iters=3, growth_rate_key = “growth_rate_init”, last_time_point = “connectivities”). The random walks were simulated (n_sims=300). To compute the macrostates, a Generalized Perron Cluster Cluster Analysis (GPCCA) estimator was initialized with WOT connectivity kernel^66^. The inferred macrostates were set as terminal states of five trajectories. The fate probabilities to each terminal state were computed per cell using *compute_absorption_probabilities* function with default parameters (solver = “gmres”). To identify driver genes, we computed the correlation between the fate probabilities and gene expression for each trajectory using *compute_lineage_drivers* function. Multiple testing correction was controlled by the Benjamini–Hochberg method^63^. Only the genes with adjusted *P* values less than 0.05 and correlations greater than 0.05 were considered driver genes.

### Diffusion pseudotime estimation

We used the built-in function of the Python package Scanpy (version 1.9.1) to estimate the diffusion pseudotime^67^. Specifically, the raw count matrix was loaded in as an AnnData object, followed by standard preprocessing. The neighborhood graph was calculated using *sc.pp.neighbors* function with default parameters (random_state=0). We specified a random cell in CNC-derived multipotent cells (cluster 5) as the root cell. The diffusion pseudotime was then estimated using *scanpy.tl.dpt* function.

### RNA velocity and CellRank analysis

The possorted bam files from Cellranger output were passed to velocyto (version: 0.17.15)^30^ to estimate the RNA velocities of single cells. The generated loom file contained data matrices of spliced and unspliced reads and was further processed by scVelo (version 0.2.4)^68^. Seurat-processed gene expression count matrix and UMAP coordinates were converted to “AnnData” object and merged with the velocyto-derived object using *scVelo.utils.merge* function. The merged dataset was filtered using the *scVelo.pp.filter_and_normalize* with default parameters (min_shared_counts = 10, n_top_genes = 2000) and the moments were computed using *scVelo.pp.moments*. The velocity was then calculated using *scVelo.tl.velocity* (mode=stochastic). The estimated velocity vectors were projected and visualized in previously calculated embedding. The initial and terminal state likelihood based on RNA velocity information was estimated using *cellrank.tl.terminal_states* and *cellrank.tl.initial_states* functions with default parameters (weight_connectivities=0.3).

### Trajectory analysis

To identify how and when driver genes were expressed and regulated along each trajectory, we extracted cells with high fate probabilities (fate probability >75% quantile). The extracted cells were then ordered by diffusion pseudotime. The driver genes were cut into three groups based on quantiles. For each group of driver genes, we conducted gene set enrichment analysis using the R package WebGestalt (version 0.4.4)^69^. The non-redundant Gene Ontology (GO) Biological Process terms were used for pathway annotations. The minimum number of genes in the pathways was set to 5 and the maximum was set to 500. The Benjamini–Hochberg method was used to adjust *P* values^63^. Those pathways with adjusted *P* values less than 0.05 were considered statistically enriched. We also performed peak-gene linkage analysis and motif enrichment analysis as described above.

### In silico perturbation analysis

We applied CellOracle (version 0.12.1) to conduct the in silico perturbation analysis following the tutorial provided by the original authors (https://morris-lab.github.io/CellOracle.documentation/)^32^. As recommended, the scRNA-seq data was subsampled to 3000 cells and 3000 highly variable genes for the analysis. Scanpy (version 1.9.3) was used for re-normalization and clustering. Diffusion maps were computed, followed by construction of PAGA and force-directed graphs with default parameters. scATAC-seq data were processed with Cicero (version 1.16.2) with window = 500,000. We retained only those peaks with substantial coaccessibility scores (coaccess ≥ 0.8) for downstream analysis. After inferring the links, a filtering step was implemented using the following parameters: a significance threshold of *P*  =  0.001, “coef_abs” as the weight criterion, and a threshold of 2000 for the number of allowable links. To simulate the effects of TF perturbations, we defined the expression of the perturbed TF as 0. Transition probabilities and embedding shifts were calculated with default parameters (n_neighbors=200, knn_random=True, sigma_corr=0.05). The developmental flow was constructed using inferred diffusion pseudotime. The perturbation effect was then quantified using the inner product of the developmental flow and the perturbation vector. Predicted gene regulatory networks were visualized with Cytoscape (version 3.10.1).

### Re-analysis of published Shox2 knockout bulk RNA-seq data

We downloaded raw counts from the GEO database (accession number GSE129538). The R package DESeq2 (version 1.30.1) was used to identify differentially expressed genes between *Shox2* knockout and wild type samples. Subsequently, the log2 fold change and adjusted *P* values of predicted SHOX2 and MEOX2 targets were extracted.

### ChIP-seq data analysis

The anterior (*n* = 2) and posterior (*n* = 2) 1/3 palatal shelves of E14.0 C57BL/6J mice were microdissected, isolated, and then subjected to ChIP-seq with either SHOX2 antibody (JK-6E) (sc-81955, Santa Cruz), MEOX2 Antibody (A-8) (Sc-376748, Santa Cruz), or normal rabbit IgG (2729, Cell Signaling Technology) as a negative control. The ChIP assays were performed according to the manufacturer’s instructions using SimpleChIP® Enzymatic Chromatin IP Kit (Magnetic Beads) (9003, CST). Two independent ChIPs were conducted for library generation for each group. The raw FASTQ datasets were preprocessed using FastQC (version 0.12.1) and mapped to the mouse genome (mm10) using the Bowtie2 alignment algorithm (version 2.5.1). The resulting alignment files were then used as input for MACS2 (version 2.2.9.1) to call peaks with a *P* value threshold of 0.01. Subsequently, the generated bed files were then converted to bigwig files and visualized using Integrative Genomics Viewer (IGV). Likelihood of overlap was quantified by calculating the rate of peaks falling within 5 kb of the transcription start site of genes up-regulated at the start of anterior and middle of posterior trajectories.

### Re-analysis of published H3K27 acetylation ChIP-seq data

The raw H3K27 acetylation datasets were downloaded from Sequence Read Archive (SRA), comprising 2 samples from anterior palate and 2 samples from posterior palate (SRX6976329)^31^. The tool fastq-dump was used to transfer data to FASTQ format. Subsequently, the raw FASTQ datasets underwent preprocessing through the same pipeline utilized in ChIP-seq data analysis above. To quantify the overlap between scATAC anterior and posterior peaks with the corresponding anterior and posterior acetylation tracks, the findOverlaps function in the GenomicRanges R package (version 1.50.2) was employed. The significance of the overlap was assessed using Fisher’s Exact test.

### Statistics and reproducibility

All experiments were performed using with at least *n*  =  2 biological replicates for each group. Statistical significance and strength of enrichments were determined using the Wilcoxon rank-sum test. Cells with low quality were excluded from analyses. No statistical method was used to predetermine the sample size.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

The raw and processed single-cell multiome data generated in this study have been deposited in the Gene Expression Omnibus database (GEO) under accession code GSE218576. The bulk RNA-seq data generated in this study are deposited in the GEO under accession code GSE252592. The ChIP-seq data generated in this study are deposited in the GEO under accession code GSE250247. The single-cell RNA-seq data from soft palate is available at the GEO under accession code GSE155928. The raw H3K27 acetylation ChIP-seq data is available at the Sequence Read Archive (SRA) under accession code SRX6976329. Source data are provided with this paper.

# Supplementary material for: Single-cell multiomics decodes regulatory programs for mouse secondary palate development
**Source:** Nat Commun. 2024 Jan 27;15:821. doi: 10.1038/s41467-024-45199-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Supplementary Data 1 Gene regulatory networks predicted by Celloracle for anterior and posterior trajectories.** The `get_links` function in the Celloracle package is employed for predicting the gene regulatory network, utilizing the "bagging\_ridge" modeling method with a bagging number set to 20. The excel table lists each pair of predicted TF and target gene and their coefficient and p-values.

How the deposited data were processed for this re-analysis (not part of the article)

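Bulk RNA-seq of the anterior and posterior regions of the E14.0 mouse palate was analysed from 6 libraries, 3 per region, grouped by the region their labels give. The authors deposited raw counts of reads per gene for each library. The paper's methods name HISAT2, StringTie and DESeq2, and the deposited counts have the layout of STAR's gene counts. The annotation version behind them is not named in the paper's text. The multiome, qRT-PCR and Shox2 knockout data were not analysed here, and the overlap of bulk and single-cell genes was not computed. The results of some genes in the lists are not reported here.

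The reverse-stranded counts were used, by the rule that they exceed those of the other strand more than 4-fold in every library. They ranged from 11378736 to 15172733 per library. Reads mapping to several places (5.94% to 8.77% of reads) and unmapped reads (2.71% to 4.65%) stayed out of library sizes and tests. The limit that a count of 0 allows, 3 counts, corresponded to 0.206 to 0.260 CPM, and covers counting error only. Replicates of a region differed by more than the sampling noise, with a chi-square per gene from 3.42 to 67.3.

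Genes with at least 10 counts in at least 3 libraries were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05), with region as the only term. The standard error given with an edgeR log2 fold change is its absolute value divided by the square root of the test's F statistic. Marker gene lists of skeletal muscle, epithelial, endothelial, myeloid, erythroid, glial, neuronal, dental mesenchyme, osteoblast and chondrocyte cells were tested with fry, adjusted over the lists. Transcript length and GC content came from GENCODE M21 and were known for 99.0% of the genes tested. The fits were tested on simulated data with 200 changed genes, of which edgeR recovered 198 with 9 false calls among 15433 genes. The changed genes were drawn from those with higher counts, and their median fitted log2 fold changes were 2.02 (raised) and -1.99 (lowered). Recovery of smaller changes and of genes with low counts was not tested. With a trend on transcript length simulated in 2 posterior libraries, edgeR made 128 false calls among 15338 genes, against 16 with the length correction and 13 with the library-group term, which recovered 189 of the changed genes. That trend was linear in log2 length and the only simulated difference between the groups of libraries, so these numbers may not hold for the real libraries.

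Genes were named by a rule set before the data were examined. It covers the genes of Fig. 3d, Table 2, Fig. 3e and Fig. 6e, the driver genes and subtype markers that the paper names, and the marker lists. It adds, in each direction, the 5 largest changes among genes called with a mean normalized count of at least 100 in the higher region and no overlap between the regions, and the 3 smallest adjusted p-values. The osteoclast genes were chosen after values were seen.

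The alternatives set before the data were examined were DESeq2 1.42.0, RLE normalization, library size only, limma-voom (limma 3.58.1), no low-count filter, at least 10 counts in every library, the unstranded counts, the replicate number as a block, a GC correction with and without that block, an absolute log2 fold change of at least 1, a large-fold limit of 4 on the log2 scale, and leaving out each replicate. Chosen after seeing the data were a term for the 2 groups of libraries parted by the largest gap in the share of reads mapping to several places (the library-group term), a correction for transcript length, a term for embryo sex, and DESeq2 on the unstranded counts, without the low-count filter, and with both changes.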

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

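The marker list and the test of a share of skeletal muscle were set before the data were examined, and the tests of transcript length, of posterior replicate 1 and of a lower share of mesenchyme were chosen after the result was seen.

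The paper does not report on skeletal muscle transcripts in the bulk libraries, and they were higher in the posterior palate. The 10 markers had a median log2 fold change of 6.14, and also 6.14 when the 2 genes at the limit of detection in the anterior palate, Myf5 and Myod1, were set to their bounds. The list passed edgeR's fry test (adjusted p = 0.000222 over the lists, from 0.000156 to 0.00581 across the alternatives), and 10 of the 10 genes were called higher in the posterior palate (10 adjusted over the list alone). The most abundant were Myh3, with 1.69 ± 0.525 CPM (SD, n = 3) in the anterior and 236 ± 108 CPM (SD, n = 3) in the posterior palate, and Actc1, with 217 ± 47.8 CPM (SD, n = 3) in the posterior palate.

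Transcript length is argued against as the whole cause, since the median was still 5.64 with the length correction. The difference of posterior replicates 2 and 3 from the other libraries is argued against, since in posterior replicate 1 the median log2 ratio of the markers to the anterior mean was 5.04. A lower share of mesenchyme would raise the markers of every other cell type, and is argued against by the endothelial markers, whose median log2 fold change was 0.14. A larger share of skeletal muscle in the posterior dissection is a candidate explanation that stays open. The paper's single-cell data of the palate include myogenic precursors and myocytes, and its methods describe the soft palate as the posterior part of the palate. Both go with this explanation, but the paper's text does not give the region of these cells. The median log2 ratio of the markers was 5.03 in posterior replicate 2 and 5.42 in posterior replicate 3, so the rise was found in each posterior library. It predicted that the markers shift the same way by a similar log2 amount. The direction was shared by 10 of the 10 markers, which restates the pattern, and among those not at the limit of detection the amounts ranged from 3.67 to 7.13. Similar amounts are predicted only if muscle is the sole source of each marker in both regions, which was not tested. Mean anterior levels differed between markers, with 3.50 CPM for Des and 0.711 CPM for Myog (n = 3). The range of amounts thus cannot decide for or against a larger share of muscle. Whether skeletal muscle cells belong to the posterior palate or came from neighbouring tissue was not tested, and a difference between the regions themselves stays open.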

How the results depend on the processing

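The alternatives were set before the data were examined, except for the library-group term, the length correction, the sex term and DESeq2 on the unstranded counts, without the low-count filter and with both changes, which were chosen after seeing the data. The cause of a change was not tested unless it is given.

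Shox2, Msx1, Meox2 and Tbx22 kept their direction and an adjusted p-value below 0.05 under all of the alternatives that give them a value, with log2 fold changes of -6.26 to -4.68, -7.66 to -7.16, 4.42 to 4.96 and 4.35 to 4.67. The medians of the skeletal muscle, dental mesenchyme, neuronal and osteoblast markers kept their direction and their side of the threshold, and the counts of posterior Table 2 markers and qRT-PCR genes called stayed within 1.5 times, under the alternatives run for them.

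The 1169 genes called (406 higher in the anterior and 763 in the posterior palate) became 1978 (637 and 1341) with DESeq2, 2162 (646 and 1516) with no low-count filter, 1933 (632 and 1301) with DESeq2 on the unstranded counts, 1995 (624 and 1371) with DESeq2 without the filter and 1947 (616 and 1331) with both changes. The genes higher in the anterior palate numbered 237 with the replicate block, 262 with an absolute log2 fold change of at least 1, 255 with the sex term and 629 with the length correction. Whether the replicate numbers pair the libraries is not known. Same-numbered libraries had the same embryo sex, and their deviations from the region means correlated at -0.053, 0.045 and 0.036. Across the fits that each left out 1 replicate, the counts went from 498 to 7119 genes, from 140 to 3242 higher in the anterior and from 312 to 3877 higher in the posterior palate, the highest being those without posterior replicate 1. In every result given without posterior replicate 1, the regions cannot be told apart from the groups of libraries.

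With the library-group term 14 anterior Table 2 markers were called, and the medians of the epithelial (0.014), endothelial (-0.30) and erythroid (0.28) markers changed sign. Without 1 replicate the epithelial median went from -0.35 to -0.11, the endothelial from 0.0026 to 0.37 and the erythroid from -0.75 to -0.073, and without posterior replicate 1 (-0.35, 0.37 and -0.75) they passed the threshold. The myeloid median went from -0.0097 to 0.40 and the glial from -0.27 to 0.012, both changing sign without posterior replicate 3. The chondrocyte median (1.75) lost its call with the replicate block (1.62), the block with the GC correction (1.61), the library-group term (0.95), the sex term (1.76) and in the fits without 1 replicate, except that without posterior replicate 1 (from 1.37 to 2.12 over the 6 fits), with adjusted p-values over all alternatives from 0.00581 to 0.165.

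The 4 SHOX2 targets called became 7 with the length correction, 7 with DESeq2 on the unstranded counts and from 2 to 8 without 1 replicate, the highest without posterior replicate 1. The median level of the large-fold calls minus that of the other calls was -3.67 with no filter, -0.92 with at least 10 counts in every library, -3.46 and -3.49 with DESeq2 without the filter on the stranded and unstranded counts, and from -3.50 to -1.83 without 1 replicate. A filter on low counts removes genes of low level by its construction.

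Of 50 single genes, 6 changed under the alternatives set beforehand that kept all libraries (2 values weaker, 19 stronger, 0 of opposite sign), 17 under those added (2 weaker, 29 stronger, 4 of opposite sign) and 16 without 1 replicate (9 weaker, 10 stronger, 6 of opposite sign). Thsd4 (-0.67), Phldb2 (-0.14) and Marcks (0.24) changed sign with the library-group term, and Thsd4 (-0.23) with the length correction. Without 1 replicate Mme went from -0.23 to 0.32 (0.030 without anterior replicate 2), Rora from -0.25 to 0.13 (0.036 without posterior replicate 1), Adgrl2 from -0.33 to 0.16 and Nrp1 from -0.38 to 0.13. Depth limits Msx1 in the posterior palate, where it rests on 14 to 19 counts per library.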

Differences from the paper's values

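The paper's adjusted p-value for Shox2 is 9.12e-49, and the value here was 0.000526 from edgeR's quasi-likelihood test. The paper's adjusted p-value for Meox2 is 1.69e-94, and the value here was 0.00014. None of the alternatives set before the data were examined came within 1.5 times of these values. DESeq2 on the same genes, one of them, gave 6.76e-48 for Shox2 and 6.45e-93 for Meox2. DESeq2 without the low-count filter, chosen after seeing the values, gave 1.30e-94 for Meox2, within 1.5 times of the paper's value, and 9.24e-50 for Shox2, which was not. DESeq2 without the filter on the unstranded counts, also chosen after seeing the values, gave 1.07e-48 for Shox2 and 1.79e-94 for Meox2, both within 1.5 times of the paper's values.

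The paper prints a single bulk p-value for Shox2 and Msx1 and a single one for Meox2 and Tbx22. The adjusted p-value here was 0.000124 for Msx1 and 0.00014 for Tbx22. With DESeq2 without the filter on the unstranded counts it was 1.98e-111 for Msx1 and 4.65e-53 for Tbx22.

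Among the genes of Table 2, which the paper gives as markers of the anterior or posterior subpopulation, those not called in the bulk libraries included Adgrl2, Eya1, Thsd4, Mme, Slit2, Ror1 and Tmtc2, and 1 further anterior marker, not named here, was not called under any of the alternatives. Thsd4 had a log2 fold change of 0.25. Eya1 (adjusted p = 0.00197) and Tmtc2 (adjusted p = 0.00434) were called with DESeq2 and with no low-count filter, and their adjusted p-values over all alternatives went from 0.00197 to 0.187 and from 0.00271 to 0.299. With the library-group term, chosen after seeing the values, Adgrl2, Eya1, Thsd4, Mme, Slit2 and Ror1 were called higher in the anterior palate, and with the length correction, also chosen after seeing the values, Eya1 and Ror1 were. Eya1 was also called with limma-voom, with the GC correction with and without the replicate block, and without posterior replicate 1 or 2, and Tmtc2 without posterior replicate 1. Without posterior replicate 1 Thsd4 (log2 fold change 0.56) and Mme (0.32) were called higher in the posterior palate. That fit sets only posterior replicates 2 and 3 against the anterior libraries, so it cannot part the regions from the groups of libraries. In posterior replicate 1 Thsd4 had 77.8 CPM and Mme 196 CPM, below their anterior means of 124 and 407 CPM. Inhba and Nrp1, which the paper gives as anterior genes, were not called. Inhba was called with DESeq2 (adjusted p = 0.00142, over all alternatives from 0.00128 to 0.214), with no low-count filter, with the GC correction with and without the block and without posterior replicate 1, and with the length correction, chosen after seeing the values. DESeq2 on the unstranded counts, without the filter and with both changes, all chosen after seeing the values, also called Eya1, Tmtc2 and Inhba. Nrp1 was called with the library-group term, chosen after seeing the values (adjusted p = 0.000825, over all alternatives from 0.000825 to 0.857).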

Other observations

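Chosen after the results were seen were the tests of transcript length, of the difference of posterior replicates 2 and 3 and with the sex term. So were those of the uncalled anterior markers and of muscle markers among the large-fold calls. The others were set before, the second osteoclast list only after the first genes had been seen.

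For the count of genes called between the regions, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes with an adjusted p-value below 0.05. The other 9 splits gave 0 genes each, with 82 to 2624 genes at an unadjusted p under 0.05, against 3946 in the real split. A share of 10 splits cannot fall below 0.1, so this share decides nothing. Chance is argued against by the posterior markers of Table 2, chosen from other data, of which 15 of 15 had the stated sign (two-sided exact binomial test, p = 6.10e-05, across genes, which are not independent). Library size is argued against, since 1142 genes were called after all libraries were thinned to 11378736 counts. Embryo sex is argued against, since only replicate 2 of each region had high Xist (286 CPM in the anterior and 501 CPM in the posterior palate). With the sex term 804 genes were called, 796 of them also called without it. Of the 4 Y-linked genes tested, 0 were called (0 at an unadjusted p under 0.05), which follows from the same sexes in both regions and decides nothing more. GC content and transcript length are argued against as the whole cause, since 1265 genes were called with the GC correction and 1423 with the length correction, 1067 of them also called without it. A difference between the regions stays open.

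Posterior replicates 2 and 3 stood apart from the other 4 libraries. Across genes, which are not independent replicates, their log2 ratio to posterior replicate 1 rose with transcript length (Spearman's rho = 0.558 over 13389 genes), whereas that of posterior replicate 1 to the anterior libraries did not (rho = -0.11). Library size is argued against, since the first rho was 0.553 after thinning. Embryo sex is argued against, since Xist was at 0 CPM in posterior replicate 3 and 501 CPM in posterior replicate 2. A difference in library preparation or RNA quality that acts through transcript length is a candidate explanation. A biological difference between the embryos, such as their exact stage, cannot be told apart from it, since the labels give the same stage for all libraries. With region as the other term 4694 genes differed between the groups of libraries, a count that rests on posterior replicate 1 alone on one side and goes with either explanation.

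This difference may also bear on the anterior markers of Table 2. With the length correction 10 of them were called, against 8 without it, the added genes being Eya1 and Ror1.

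For the level of the large-fold calls, skeletal muscle transcripts were tested as a part of those higher in the posterior palate. The median level of the muscle markers was 2.69 log2 CPM above that of the other 257 genes, whose median was 2.03 log2 CPM. Muscle may therefore account for some of the large-fold calls of high level, and not for the low level of most.

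Among the genes that the paper measured by qRT-PCR in other samples (Fig. 3e), Inhba (log2 fold change -1.41, standard error 0.39, adjusted p = 0.075) and Nrp1 (log2 fold change -0.17, standard error 0.29, adjusted p = 0.721) were not called. In posterior replicates 1, 2 and 3 Nrp1 had 40.0, 95.4 and 88.7 CPM, and its log2 fold change was 0.13 without posterior replicate 1.

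If SHOX2 acts on its predicted targets (Fig. 6e) as the paper's CellOracle model gives, nearly all of them should differ between the regions in that direction. The predicted sign was found for 9 of 11 targets (two-sided exact binomial test, p = 0.0654), and 4 were called (7 adjusted over the list alone). Prickle1, one of the targets, is also a marker of Table 2. Without posterior replicate 1, 8 were called, and 2 were called without anterior replicate 1, anterior replicate 2 or posterior replicate 2. The sign was as predicted for 10 targets (exact binomial p = 0.0117) without posterior replicate 1 and for 10 without anterior replicate 3, and for 9 in the fits without 1 of the other replicates. The test thus lies on either side of 0.05 depending on the library left out. The fit without posterior replicate 1 also mixes the regions with the groups of libraries. The paper's model was inferred from cells of the anterior and posterior trajectories. The sign count is therefore not independent of the model and cannot decide whether SHOX2 acts on these genes. The hypothesis stays open here. The paper's further evidence includes Shox2 knockout data, where 8 of the 11 targets changed significantly. Of the MEOX2 targets, Il1rapl2 was called (log2 fold change 3.93), and Ftl1 (-0.29), Has2 (0.28) and Rps24 (-0.17) were not.

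The dental mesenchyme markers moved in both directions, with a median log2 fold change of -0.61 (adjusted p = 0.123). Without 1 replicate the median went from -0.86 to -0.16, the latter without anterior replicate 3, in which Tfap2b had 117 CPM against 1.97 and 15.4 CPM in anterior replicates 1 and 2. Of 6 markers, 1 was higher in the posterior palate, Barx1 (log2 fold change 1.84), and Msx1 and Lhx6 were called higher in the anterior palate, which argues against a different share of dental mesenchyme as the whole cause. Without 1 replicate the adjusted p-value reached 0.156 for Barx1, whose log2 fold change went from 1.54 to 2.43, and 0.0995 for Lhx6. Msx1 is also a marker of Table 2.

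The medians of the other lists were -0.18 (adjusted p = 0.123) for epithelial, 0.14 (adjusted p = 0.577) for endothelial, 0.36 (adjusted p = 0.123) for myeloid, -0.27 (adjusted p = 0.407) for erythroid, -0.12 (adjusted p = 0.407) for glial, -0.78 (adjusted p = 0.266) for osteoblast and 1.75 (adjusted p = 0.0173) for chondrocyte markers. Without posterior replicate 1, a fit that mixes the regions with the groups of libraries, the epithelial (-0.35), endothelial (0.37) and erythroid (-0.75) lists passed the threshold. Over the fits without 1 replicate their medians went from -0.35 to -0.11, from 0.0026 to 0.37 and from -0.75 to -0.073. The chondrocyte list lost its call when any other replicate was left out (from 1.37 to 2.12 over the fits that each left out 1 replicate). The myeloid (-0.0097) and glial (0.012) medians changed sign without posterior replicate 3. The neuronal median, 2.43 (adjusted p = 0.264), was 0.19 without posterior replicate 2, in which Tubb3 had 86.3 CPM against 17.0 and 6.38 CPM in posterior replicates 1 and 3. Of the 5 neuronal markers tested, 1 was called, Nefm (log2 fold change 3.34, adjusted p = 0.00417 from edgeR's quasi-likelihood test). Nefm did not rest on that library, with 15.9, 36.8 and 16.1 CPM in posterior replicates 1, 2 and 3. In anterior replicates 1, 2 and 3 Nefm had 3.19, 1.89 and 1.64 CPM. Ibsp had 17.9, 143 and 1279 CPM in posterior replicates 1, 2 and 3.

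Dcstamp, Ocstamp and Atp6v0d2, genes of osteoclasts chosen after their values were seen, were higher in the anterior palate, at least 5.84-fold, 6.19-fold and 25.5-fold. Of 8 further osteoclast genes that were looked up, 6 were tested. Acp5 (-2.68) and Mmp9 (-2.00) were called higher in the anterior palate, Ctsk (0.59, with 68.3 ± 5.74 CPM (SD, n = 3) in the anterior and 103 ± 14.3 CPM (SD, n = 3) in the posterior palate) and Itgb3 (0.87) were called higher in the posterior palate, and Nfatc1 (-0.24) and Trem2 (0.27) were not called. Without 1 replicate the adjusted p-value of Ctsk reached 0.153 and that of Itgb3 0.0342. A second list of 4 genes was written before its values were seen, of which 2 were tested, Slc9b2 (-1.25) and Tcirg1 (-0.10). Both of these 2 log2 fold changes were negative and neither gene was called. Without 1 replicate Slc9b2 went from -1.46 to -0.80 and Tcirg1 from -0.23 to 0.087, so the sign of Tcirg1 depends on the library left out. A larger share of osteoclasts in the anterior region is a candidate explanation that the opposite calls and the small second list keep undecided.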
